# The Polycomb group protein CBX6 is an essential regulator of embryonic stem cell identity

**DOI:** 10.1038/s41467-017-01464-w

**Published:** 2017-11-01

**Authors:** Alexandra Santanach, Enrique Blanco, Hua Jiang, Kelly R. Molloy, Miriam Sansó, John LaCava, Lluis Morey, Luciano Di Croce

## Abstract

Polycomb group proteins (PcG) are transcriptional repressors that control cell identity and development. In mammals, five different CBX proteins associate with the core Polycomb repressive complex 1 (PRC1). In mouse embryonic stem cells (ESCs), CBX6 and CBX7 are the most highly expressed CBX family members. CBX7 has been recently characterized, but little is known regarding the function of CBX6. Here, we show that CBX6 is essential for ESC identity. Its depletion destabilizes the pluripotency network and triggers differentiation. Mechanistically, we find that CBX6 is physically and functionally associated to both canonical PRC1 (cPRC1) and non-canonical PRC1 (ncPRC1) complexes. Notably, in contrast to CBX7, CBX6 is recruited to chromatin independently of H3K27me3. Taken together, our findings reveal that CBX6 is an essential component of ESC biology that contributes to the structural and functional complexity of the PRC1 complex.

## Abstract (web summary)

In mammals, five different CBX proteins can be part of Polycomb repressive complex 1 (PRC1). Here, the authors provide evidence that CBX6 plays an essential role in regulating pluripotency in embryonic stem cells and that CBX6 functions as part of both canonical and non-canonical PRC1 complexes.

## Introduction

Polycomb group proteins (PcG) play essential roles in the regulation of gene expression during cell fate specification and embryonic development^1, 2^. PcG proteins associate in complexes that are classified in two major functional groups, the Polycomb repressive complex 1 (PRC1) and the Polycomb repressive complex 2 (PRC2), both of which are catalytically active^3, 4^. PRC2 contains the histone methyltransferase EZH1/2, which di- or tri-methylates lysine 27 of histone H3 (H3K27me2/3)^5^, a mark associated with transcriptionally repressed chromatin, whereas PRC1 monoubiquitinates lysine 119 of histone H2A (H2AK119ub) through the E3 ligases RING1A/B^6^.

The canonical mammalian PRC1 (cPRC1) contains four core subunits: the E3 ligase Ring1 Drosophila ortholog RING1A/B, one of the orthologs of the posterior sex combs (Psc) (PCGF1–6), a polyhomeotic (Ph) ortholog (PHC1-3), and a Polycomb (Pc) ortholog (CBX2/4/6-8)^3, 7^. However, six major groups of PRC1 complexes have been defined, according to the PCGF subunit associated with it^8^. The five so-called non-canonical PRC1s (ncPRC1) likewise have numerous additional protein subunits, such that each complex contains a RING1A/B subunit, a distinct PCGF subunit, and a unique set of associated polypeptides. Importantly, different PRC1 complexes have been found in multiple cellular contexts, suggesting distinct functional roles for the specific subunits^9–13^.

The CBX2/4/6–8 subunits share an N-terminal chromodomain (CD) and a C-terminal Polycomb repressor (PcR) box domain^14^. The CD is a well-characterized methyl–lysine reader module that promotes CBX protein binding to methylated lysines in the histone H3 tail^15^. The PcR box mediates a direct binding of the CBX proteins to RING1A/B (and thereby to PRC1)^15^. Incorporating distinct CBX subunits into the PRC1 complexes provides structural diversity that facilitates diverse functional roles, as we and others have shown for a few cases^13, 16^. For instance, we have previously shown that although pluripotent embryonic stem cells (ESCs) express both the CBX6 and CBX7 subunits, the PRC1 complex predominantly contains the CBX7 subunit (together with PHC1, PCGF2, and RING1B). Further, in ESCs, PRC1-CBX7 represses CBX2, CBX4, and CBX8. During differentiation, CBX7 is downregulated, concomitantly with an upregulation of *Cbx2* and *Cbx4*, which are incorporated into newly assembled PRC1 complexes. Strikingly, CBX6 expression remains unaffected during differentiation, and its role in ESC pluripotency and embryonic development has remained elusive^13^.

Here, we demonstrate that CBX6 is a key chromatin-associated factor required for balancing ESC pluripotency and differentiation. We find that CBX6 depletion induces rapid, spontaneous ESC differentiation. In contrast to the current paradigm, we show that CBX6 at the molecular level is present within both cPRC1 and ncPRC1 subunits. Notably, the CBX6 genome-wide distribution completely overlaps with the cPRC1 complex. Overall, our results indicate the presence of a PRC1 complex containing CBX6 in ESCs, which has a strong influence over self-renewal and pluripotency maintenance.

## Results

### CBX6 is required to maintain ESC identity

To determine whether CBX6 is implicated in regulating ESC identity, we first knocked down CBX6 using specific short hairpin RNAs (shRNA). ESCs were infected with lentiviruses harboring an shRNA control (shRNA-Ctl) or one of two independent shRNAs targeting *Cbx6* (sh*Cbx6* #1 and sh*Cbx6* #2). Both of these efficiently reduced CBX6 at the protein level (Supplementary Fig. 1a). We observed that CBX6 depletion consistently induced spontaneous differentiation, evidenced by flatter cell colony morphology and by the presence of fibroblast-like ESCs surrounding CBX6-depleted colonies (Fig. 1a). Consistent with previous reports, CBX7 depletion did not induce spontaneous differentiation (Fig. 1a)^13^, suggesting that these two paralogue proteins have non-redundant functions.

**Fig. 1:**
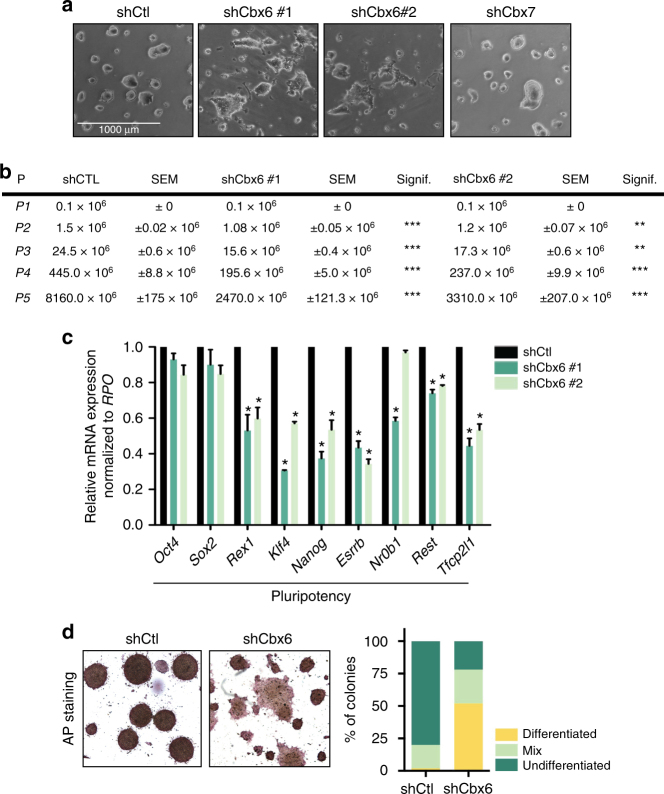
CBX6-depleted ESCs spontaneously differentiate. **a** Phase contrast image of shCtl, shCbx6, and shCbx7 ESC lines. **b** Accumulative proliferation measurements of shCtl and shCbx6 along passages. SEM, standard error of mean; P, passage; Signif., significance. Significance was analyzed through Student’s *t* test. Significance was considered when *P* value was ≤0,05. *P* value of ** is ≤10^−2^, *P* value of *** is ≤10^−3^. **c** RT-qPCR analysis of control and CBX6-depleted ESCs. Results are shown relative to shCtl and are normalized to the housekeeping gene *Rpo*. Error bars represent standard deviation (SD) of three independent experiments. Significance was analyzed through Student’s *t* test. Significance was considered when *P* value was ≤0.05 (*). **d** Phase contrast image of AP staining performed on shCtl or shCbx6 ESCs (right panel); quantification of the AP staining assays, representing the mean of three independent experiments in which around 40 random colonies were counted (left panel)

We next investigated whether CBX6 is required for ESC self-renewal. Although CBX6-depleted ESCs could be sustained in culture for numerous passages, we recovered less cells than in the control condition (Fig. 1b), suggesting that self-renewal is compromised by the absence of CBX6. We verified that depletion of CBX6 was maintained over cell passages (Supplementary Fig. 1b). Despite this observation, cell cycle progression was not affected upon CBX6 depletion (Supplementary Fig. 1c).

Consistent with the cellular phenotype, we detected a substantial downregulation of key pluripotency genes, such as *Rex1*, *Klf4*, *Nanog*, and *Esrrb*, upon *Cbx6* depletion (Fig. 1c). Moreover, alkaline phosphatase (AP) staining revealed that CBX6-depleted cultures contained a considerably higher percentage of colonies poorly stained by AP than control conditions (Fig. 1d). Indeed, strong AP staining was observed for more than 75% of the control colonies but for less than 25% of the CBX6-depleted colonies, showing a clear loss of AP staining in the absence of CBX6. Interestingly, CBX6 depletion did not result in spontaneous differentiation in 2i-cultured ESCs (Supplementary Fig. 1d). These results suggest that CBX6 might be dispensable in 2i-grown ESCs, or that its depletion is counterbalanced by the addition of the two inhibitors, which safeguard ESCs from differentiation stimuli.

Thus, in contrast to the CBX7, the Polycomb subunit CBX6 has a unique function in ESCs, which contributes to the maintenance of ESC identity.

### The chromodomain and PcR box are essential for CBX6 function

In order to gain insights into the mechanisms by which CBX6 sustains ESC identity, we engineered ESCs with a knockdown of endogenous *Cbx6* gene expression and that ectopically expressed either the wild-type or one of the CBX6 mutants. Two mutations were made within the two known functional domains present in all Pc-related proteins: in the first mutant, the 47 amino acids of the PCR box were removed (Cbx6^ΔPcR^), and in the other, the two tryptophan residues of the aromatic cage of the chromodomain, which are essential for its proper folding and function, were substituted for glycine (Cbx6^AA^)^15, 17^ (Fig. 2a).

**Fig. 2:**
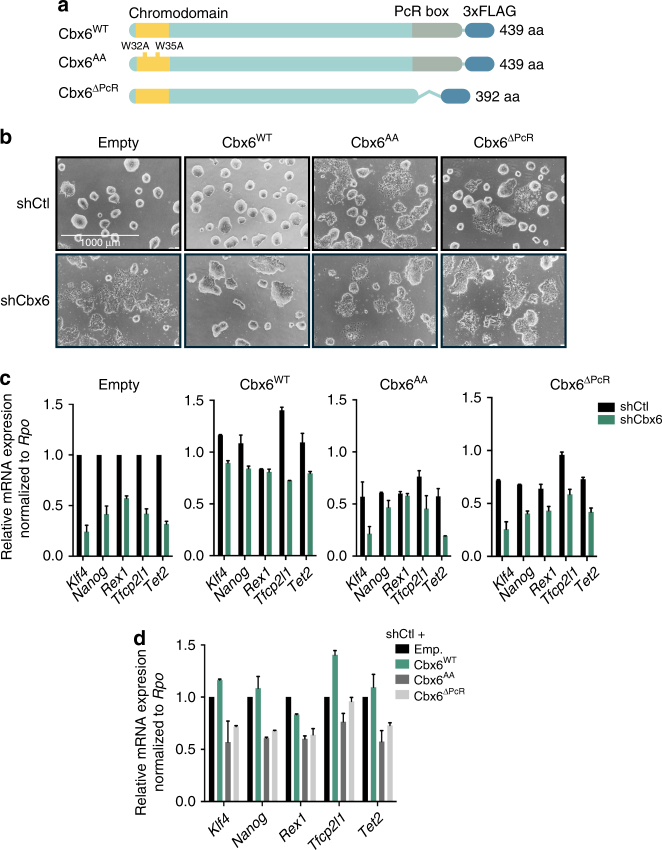
CBX6 function depends on its N- and C-terminal domains. **a** Schematic representation of the CBX6 constructs used in the rescue experiment. Note that every construct contained a silent mutation (not depicted) that conferred resistance to the CBX6 shRNA. **b** Phase contrast images of different cell lines overexpressing an empty construct or a CBX6^WT^, CBX6^AA^, or CBX6^ΔPcR^ construct, additionally infected with shCtl or shCbx6 lentiviral particles. **c** qRT-PCR analysis of pluripotency genes in the different cell lines. Results are shown relative to empty shCtl and were normalized to *Rpo*. Error bars represent SD of two independent experiments. **d** qRT-PCR analysis of pluripotency genes in the shCtl-infected cell lines. Results are shown relative to empty shCtl and normalized to *Rpo*. Error bars represent SD of two independent experiments

Only endogenous *Cbx6* mRNA was efficiently downregulated by CBX6-shRNA infection, and all three cell lines showed similar levels of the ectopically expressed proteins, as determined by western blot (Supplementary Fig. 2a, b). These cell lines allowed us to investigate whether the function of CBX6 in maintaining ESC identity was dependent on its interaction with RING1B and/or methylated lysines on histone H3.

As expected, CBX6^WT^-expressing ESCs had the same round-shaped colony morphology as the control ESCs, and expression levels of several pluripotency genes were similar to those in control cells (Fig. 2b, c). In stark contrast, neither CBX6^ΔPcR^ nor CBX6^AA^ could rescue the morphological phenotype (Fig. 2b) or sustain the expression of pluripotency genes (Fig. 2c).

Interestingly, the expression of CBX6^ΔPcR^ or CBX6^AA^ proteins in shCtrl-infected cells resulted in notable cell differentiation, which was confirmed by AP staining, suggesting that CBX6^AA^ and CBX6^ΔPcR^ mutants exert a dominant-negative effect over the endogenous CBX6 (Fig. 2d and Supplementary Fig. 2c). In summary, our data provide strong evidence that CBX6 functionality in ESCs relies on both the chromodomain and the conserved PcR box, linking CBX6 effects to chromatin binding and PcG interaction.

### CBX6 interacts with cPRC1 and ncPRC1 proteins

To characterize the yet-unknown physical interactors of CBX6 in ESCs, we performed affinity capture of CBX6-3×FLAG combined with proteomic analysis by label-free, quantitative mass spectrometry (Fig. 3a). For this, we first generated an ESC line that stably expressed low levels of a Flag-tagged version of CBX6 (Supplementary Fig. 3a). CBX6-3×FLAG-expressing ESCs exhibited a normal morphology and expressed normal levels of the expected pluripotency markers as compared to parental E14 ESCs (Supplementary Fig. 3b, c), indicating that the ectopically expressed protein did not affect ESC identity. Importantly, CBX6 overexpression also did not affect the expression of PRC1 or PRC2, or the bulk H2AK119ub levels (Supplementary Fig. 3a). We then optimized the extraction and recovery of CBX6-3×FLAG from expressing cells (Supplementary Fig. 3a), using stringent conditions (with 400 mM NaCl and 0.5% Triton X-100). Pull-downs from cryomilled control and CBX6-3×FLAG ESCs were performed in three biological replicates. Only proteins identified in all replicas by mass spectrometry with a fold-change of ≥2 were considered as bona fide CBX6 interactors. We identified 11 significant interactors (Fig. 3b), including members of the cPRC1.2 complex (RING1B and PHC1). Unexpectedly, we also identified members of the ncPRC1.6 (or E2F6) complex (namely, L3MBTL2, MGA, and PCGF6)^10, 11^. These interacting partners were confirmed using specific antibodies (Fig. 3c) with CBX6-FLAG-expressing ESCs. The presence of CBX6 in PRC1 complexes was further confirmed by reverse immunoprecipitation experiments using a RING1B-specific antibody (Fig. 3d). We also observed an interaction between CBX6 and another Psc ortholog, PCGF2/MEL18, a member of the cPRC1 complex (Fig. 3c). In contrast, we did not detect CBX6 interactions with CBX7 or RYBP, neither by mass spectrometry nor by western blot (Fig. 3b, c), suggesting that CBX6-containing PRC1 complexes are distinctive from previously identified PRC1 complexes. It is important to note that CBX proteins and RYBP are mutually exclusive within the PRC1 complex context, as both compete for the same binding region of RING1B^8^.

**Fig. 3:**
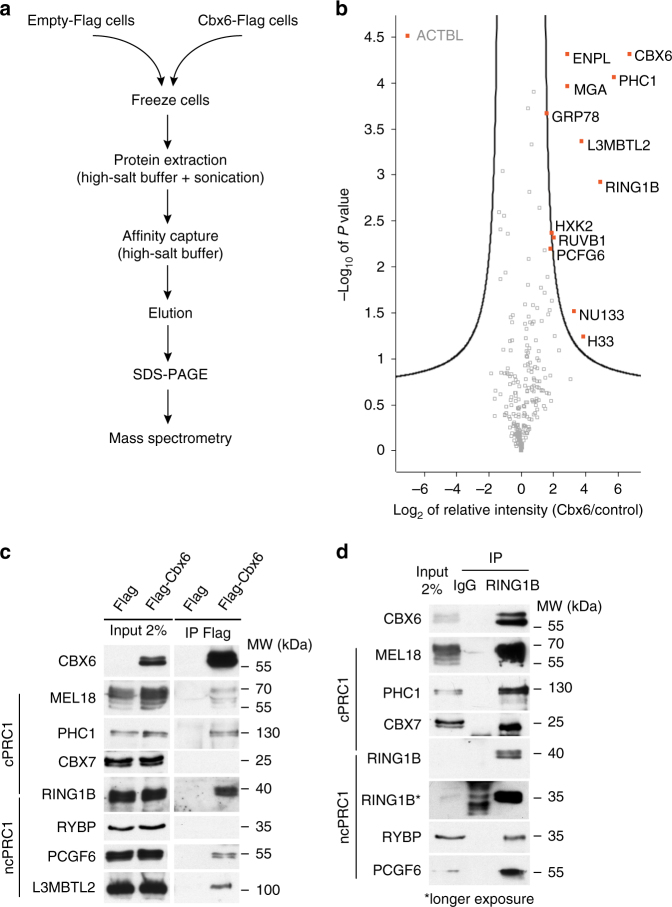
CBX6 interactome. **a** Protein complex affinity capture workflow. **b** Statistically enriched proteins in the 3×FLAG IP identified by permutation-based FDR-corrected *t*-test. The plot shows log_2_ (difference) ratios of averaged protein intensities of the 3×FLAG pull-down over the control, plotted against the –log_10_ (*P* value). The hyperbolic significance curve was calculated based on a combination of *P* value and fold-change. The proteins in the upper right corner represent the bait and its interactors (marked in red). A fold-change of ≥2 and a false discovery rate (FDR) of 0.05 were considered significant. **c** Co-IPs from total ESC extracts using an antibody against 3×FLAG. Western blots of different proteins are shown. **d** Co-IPs from total CBX6-3×FLAG-expressing ESC extracts using an antibody against RING1B. Western blots of different proteins are shown

These data strongly support the existence of a CBX6-containing PRC1 complex(es) in ESCs, which is distinct from CBX7- (Supplementary Fig. 3d, e) or RYBP-containing PRC1 complexes and has a critical role in supporting ESC identity.

### Genome-wide localization of CBX6 in ESCs

We next aimed to identify the CBX6 target genes on the ESC genome. All commercially available antibodies we tested gave unsatisfactory or non-specific CBX6 binding, as revealed by their sustained peaks on CBX6-depleted ESCs. We therefore engineered an ESC line that expressed the endogenous CBX6 protein fused to a C-terminal triple HA tag, using CRISPR-Cas9. Importantly, the engineered CBX6-3×HA ESC cell line had a normal colony morphology, expressed normal levels of representative pluripotency and differentiation markers and was equivalent labeled with the stem cell CDy1 dye, as the parental ESCs (Supplementary Fig. 4a, b).

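Peak lists from mouse ESCs of the E14Tg2A line, 4 in all, were examined as the authors deposited them. ChIP-seq sequences the DNA fragments that an antibody pulls down with a chromatin protein, and a peak is a region where such fragments pile up. Of these lists, 2 came from replicate anti-HA ChIP-seq experiments in ESCs whose endogenous CBX6 carries the HA tag, 1 from a CBX7 and 1 from a RING1B ChIP-seq. The ChIP-seq samples numbered 7 in all. The anti-HA control in parental ESCs and the IgG controls were not analysed here, so the lists were taken as the authors called them. The authors aligned uniquely mapping reads to the mm9 assembly with Bowtie and called peaks in each sample separately with MACS at default settings and a shift size of 75 bp. The paper's text does not name the control sample of each peak call. A peak list holds no read counts, so the sequencing depth behind it is unknown, and the number of peaks depends on depth, on enrichment and on the threshold together. The CBX6 lists held 21865 peaks in replicate 1 and 5103 peaks in replicate 2, the CBX7 list 5081 and the RING1B list 4180. Median peak widths were 1438 bp and 1485 bp for CBX6 replicates 1 and 2, 2076 bp for CBX7 and 2315.5 bp for RING1B. Each peak has a MACS score from the authors, a log-scaled p-value that rises with the strength of the peak, except at the top of the scale. There a score of exactly 3100.0 recurs, as at Gata6 in CBX6 replicate 2, CBX7 and RING1B. Peaks with that score cannot be ranked by strength against those with higher scores. The lowest score in the replicate 2 list was 50.0. The median score was 95.3 in CBX6 replicate 1, 156 in CBX6 replicate 2, 300.4 in CBX7 and 402 in RING1B. Peaks were compared by position, with an overlap of at least 1 bp. The share of overlapping peaks was set beside the share obtained after moving 1 list along each chromosome by a random distance, and 95% Wilson intervals of shares cover counting error only. Target genes were assigned by the authors' rule, a peak between 2.5 kb upstream of the transcription start and the transcription end, using GENCODE coordinates on mm9 in place of RefSeq. Of the 23288 gene symbols in the authors' expression table, 21919 had coordinates (94.1%). Because the CBX6 lists differ in size, results are given for each of them.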

We next carried out chromatin immunoprecipitation (ChIP) followed by massive parallel sequencing (ChIP-seq) using anti-HA antibodies, in Cbx6-3×HA ESCs and parental ESCs (as a control). 

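In CBX6 replicate 2, 64.6% of the peaks overlapped the 2.5 kb on either side of an annotated transcription start site. In replicate 1 the share was 50.2%. When the peaks were moved along their chromosomes 200 times, the shifted peaks near a start site averaged 5.46% for replicate 1 and 5.53% for replicate 2. None of the 200 shifts gave as large a share, with a highest value of 6.71% for replicate 1 and 6.74% for replicate 2. The CBX7 list had 66.6% of its peaks near a start site and the RING1B list 70.2%. Peaks of replicate 1 with no overlapping peak in replicate 2 were near start sites less often, at 45.9%. In the longer window used to assign target genes, which reaches to the transcription end, lay 77.9% of the replicate 1 peaks and 83.0% of the replicate 2 peaks.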

ChIP-seq analysis revealed a preferential distribution of CBX6 near transcription start sites (TSS) of genes (Fig. 4a and Supplementary Figs. 3c and 4b). 

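Of the CBX6 peaks in replicate 2, 74.0% overlapped a peak of replicate 1 (95% Wilson interval 72.8 to 75.2%). None of the 1000 shifts of the list along the chromosomes gave as large a share, and the highest was 4.10%. In the other direction, 18.2% of the replicate 1 peaks overlapped a replicate 2 peak (interval 17.7 to 18.7%, highest shifted share 1.05%). Limiting both lists to scores of at least 100 moved the replicate 2 share most, to 62.3%. Shared peaks scored higher in both lists, with a median of 139 against 89.3 for the remaining peaks in replicate 1 and 210.4 against 87.1 in replicate 2. By the rule from 2.5 kb upstream to the transcription end, replicate 1 gave 12478 target genes and replicate 2 gave 3637. Peaks found in both replicates gave 3070 target genes.

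The peak with the highest score in replicate 2 lies on chromosome 2 of mm9 from 73107687 to 73113460, has a score of 3218 and is centred in an intron of Sp9. The highest of replicate 1 lies on chromosome 17 from 39979560 to 39986290, scores 1351 and overlaps the annotated gene AY036118. The protein-coding gene nearest to that peak, Pgk2, is 357673 bp away, and whether the peak is background was not tested. In the CBX7 list the highest-scored peak (chromosome 11, 116391713 to 116396007, score 3221) is centred in an untranslated region of Sphk1. In the RING1B list it lies just upstream of Mab21l1, in a region that also overlaps Nbea (chromosome 3, 55583595 to 55588900, score 3233). The lists of CBX6 replicate 2, CBX7 and RING1B also hold peaks at the recurring score of 3100.0. In these lists the highest score therefore need not mark the strongest peak.

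Peaks of both CBX6 replicates, of CBX7 and of RING1B were present at all 7 of the developmental genes Nes, Gsc, Tbx3, Prdm14, Gata4, Gata6 and Eomes. At Nes (chromosome 3, 87775000 to 87784373) the highest CBX6 score was 181 in replicate 1 and 350.1 in replicate 2. Gsc (chromosome 12, 105709419 to 105711537) had CBX6 scores of up to 320.1 and 1724 in replicates 1 and 2. Tbx3 lies on chromosome 5 from 120120678 to 120134733, and its highest peaks, centred in an untranslated region, scored 326 in replicate 1 and 849.6 in replicate 2. The peaks at Prdm14 (chromosome 1, 13103538 to 13117244) were centred in an intron and scored 241 and 673. Gata4 (chromosome 14, 63817759 to 63890529) had highest scores of 321 and 3018, both at intronic peaks. At Gata6 (chromosome 18, 11052508 to 11085633) the highest scores were 283 and 3100.0. The strongest peaks at Eomes (chromosome 9, 118387330 to 118395250) scored 181 and 3134 and were centred in a coding exon.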

We identified 16605 peaks of 2730 target genes (Fig. 4a and Supplementary Fig. 4b, c). Further validation by ChIP-qPCR experiments confirmed the presence of CBX6 in a subset of selected promoters (Fig. 4b).

**Fig. 4:**
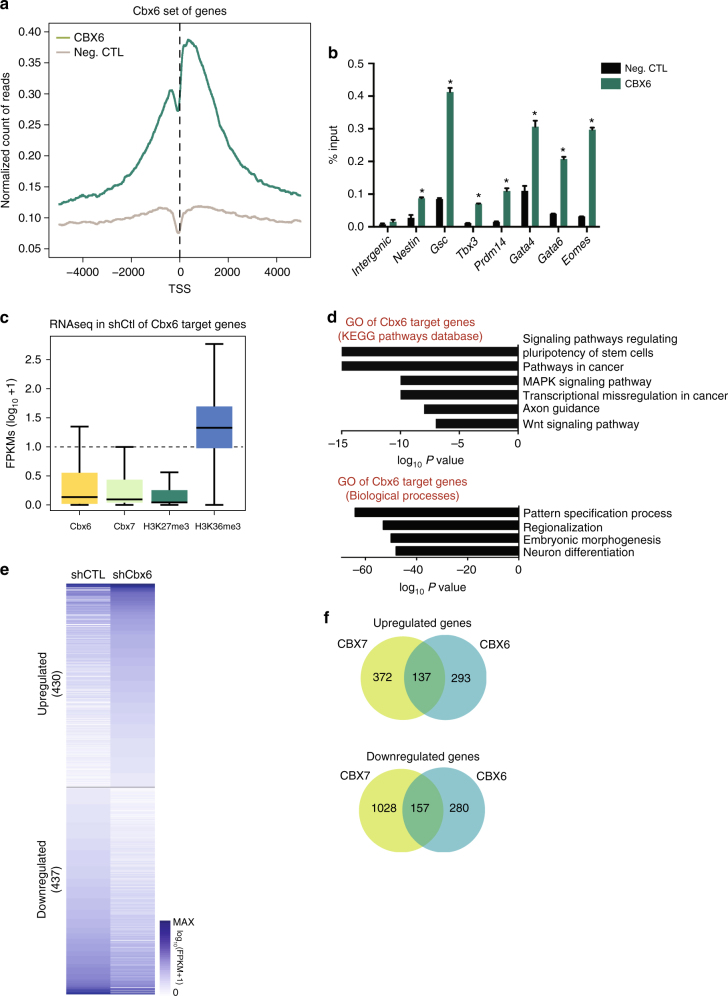
CBX6 genome-wide distribution features. **a** TSS (±5 kb) enrichment plot of CBX6 ChIP-seq at 2730 CBX6 target sites. **b** ChIP-qPCR validation of target genes of CBX6 in control and CBX6-3×HA-expressing cells. Results are shown relative to the input percentage. Error bars represent SD of three biological replicates. Significance was analyzed through Student’s *t* test. Significance was considered when *P* value was ≤0.05 (*). **c** Box plots showing expression of CBX6, H3K27me3, and H3K36me3 target genes. **d** GO analysis of biological functions and signaling pathways of CBX6 target genes. *P* values are plotted in −log. **e** RNAseq heat map of up- and downregulated genes in CBX6-depleted cells as compared to control cells. Only genes up- or downregulated by at least 1.5-fold as compared to control cells are shown. **f** Venn diagrams showing the overlap between CBX6 and CBX7 deregulated genes upon their depletion

CBX6 target genes were transcriptionally inactive or expressed at very low levels, comparable to the expression observed for CBX7 and H3K27me3-decorated genes (Fig. 4c). 

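Expression of the target genes was read from the RNA-seq of control ESCs, as the mean FPKM of the 2 shCtl libraries. The median of log10(FPKM + 1) was 0.123 for the 3637 target genes of CBX6 replicate 2, which corresponds to 0.326 FPKM, and 63.9% of these genes were under 1 FPKM. Targets of CBX7 had a median of 0.102, with 68.0% of the genes under 1 FPKM. For RING1B targets the median was 0.0851 and 70.3% were under 1 FPKM. All 21919 genes with coordinates had a median of 0.30, with 50.0% under 1 FPKM. The 8781 genes without a CBX6, CBX7 or RING1B peak had a median of 0.0027, with 76.2% under 1 FPKM. Targets of replicate 2, CBX7 and RING1B thus lay below all genes and above the genes without a peak.

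The target genes of CBX6 replicate 1 were expressed at higher levels, with a median of 0.820 (5.60 FPKM) and 30.2% of the genes under 1 FPKM. Genes targeted in both CBX6 replicates had a median of 0.137. The 9213 genes targeted in replicate 1 and not in replicate 2 had a median of 1.03. Taking only the peaks found in both replicates moved the replicate 1 median to 0.126. The difference between replicates 1 and 2 of the CBX6 ChIP was therefore larger than that between CBX6 replicate 2 and CBX7. H3K27me3-decorated genes were not analysed here.

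**Figure D1:**
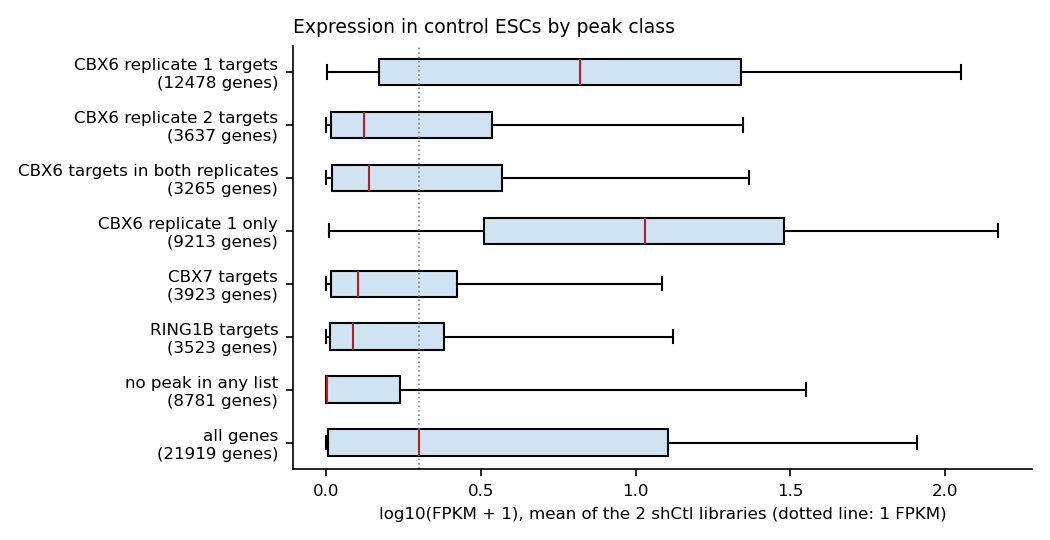
Expression in control ESCs of genes with peaks in the CBX6, CBX7 and RING1B lists. The horizontal axis is log10(FPKM + 1) of the mean of the 2 shCtl libraries; the box spans the middle part of the genes, from the lower to the upper quartile, the red line is the median, the whiskers run from the 5th to the 95th percentile and the dotted line marks 1 FPKM. Targets of CBX6 replicate 2, CBX7 and RING1B have medians of 0.123, 0.102 and 0.0851, and genes with peaks in CBX6 replicate 1 only have a median of 1.03. Genes with no peak in any list have a median of 0.0027.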

Gene ontology (GO) analysis indicated a significant enrichment of CBX6 on genes involved in developmental processes, such as regionalization and embryo morphogenesis (Fig. 4d). Also, genes occupied by CBX6 were implicated in signaling pathways regulating ESC pluripotency, such as the WNT and MAPK signaling pathways. 

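The terms behind Fig. 4d were not analysed here. A list of 13 transcriptional targets of WNT signaling and a list of 12 feedback and immediate response genes of MAPK signaling, which are not the pathway annotations used in the paper, were set against the CBX6 target genes instead. All 13 genes of the WNT list were targets in CBX6 replicate 1, and 10 of them were targets in replicate 2. CBX7 peaks were found at 11 and RING1B peaks at 10 of the 13. At Lef1 (chromosome 3, 130813389 to 130927274) a replicate 2 peak from 130813067 to 130817226 had a score of 2215, and a replicate 1 peak with a score of 449.8 was centred in a coding exon. The genes of the WNT list without a replicate 2 peak were Ccnd1, Tcf7 and Znrf3. On the MAPK list, all 12 genes were targets in replicate 1 and 5 were targets in replicate 2, namely Dusp4, Egr1, Fos, Ier3 and Myc. Of all 21919 genes with coordinates, 12478 were targets in replicate 1 and 3637 in replicate 2. All 19 members of Polycomb complexes named in the paper were also targets in replicate 1. Neither the WNT nor the MAPK list was tested against these counts, so a full list in replicate 1 says little about these pathways. Dusp4 (chromosome 8, 35870351 to 35882948) had a replicate 2 peak from 35870203 to 35873627, centred in an intron, with a score of 594. Replicate 1 had a peak with a score of 545 at its upstream region.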

Notably, these genes undergo activation upon differentiation of ESCs during embryo body formation, indicating that CBX6 is involved in governing developmental gene programs (Supplementary Fig. 4d).

In order to assess the impact of CBX6 on gene expression, we performed a genome-wide analysis of RNA levels by massive parallel sequencing on both control and CBX6-depleted cells. 

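RNA of ESCs infected with a control shRNA (shCtl) or with an shRNA against Cbx6 (shCbx6) was sequenced from paired ends, with 2 libraries per group. The authors aligned uniquely mapping reads to mm9 with TopHat and estimated FPKM, the fragments per length of transcript scaled to the mapped fragments of the library, for RefSeq transcripts with Cufflinks. Their table gives 1 FPKM value per gene symbol and library for 23290 entries with 23288 different symbols. Which of the Cbx6 shRNAs was used in each library is not given with the data, and neither is the sharing of sequencing lanes. The values are not counts, so no count model was used. The FPKM of all entries summed to 678255 and 693414 in the shCtl libraries and to 734869 and 690461 in the shCbx6 libraries. Numbers of genes at 1 FPKM or more were 11121 and 11117 in shCtl and 11120 and 11326 in shCbx6. The 10 most abundant entries took 16.2 and 12.1% of the summed FPKM in shCtl and 15.2 and 11.0% in shCbx6. The number of reads per library is not in the table. From low values, which are multiples of what a single fragment is worth, the depth relative to shCtl replicate 1 was 1.01 for shCtl replicate 2, 0.956 for shCbx6 replicate 1 and 1.13 for shCbx6 replicate 2, so the libraries differed little in depth.

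Up- and downregulated genes were counted by the authors' threshold, a 1.5-fold ratio between the mean FPKM of the groups, among the 11592 genes with a mean of at least 1 FPKM in either group. The paper does not state how replicates were combined. In addition, limma was fitted to log2(FPKM + 1) with a Benjamini-Hochberg adjustment over the same genes. Its log2 fold changes carry the pseudocount of 1 and understate the change of genes with low FPKM. An exact permutation test of 2 libraries against 2 cannot give a p under 0.333, so single genes were not tested that way.

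Cbx6 itself (chromosome 15, 79654326 to 79665118) was read at 17.4 and 14.9 FPKM in shCtl replicates 1 and 2 and at 9.53 and 5.4 FPKM in shCbx6 replicates 1 and 2. Its mean fell by 53.8%, from 16.1 ± 1.80 FPKM (SD, n = 2) to 7.46 ± 2.92 FPKM (SD, n = 2). The log2 fold change was −1.06 (standard error 0.263, limma adjusted p = 0.247). Both shCbx6 values lay below both shCtl values, and leaving out 1 library at a time gave log2 fold changes between −1.42 and −0.70. With a pseudocount of 0.1 the log2 fold change was −1.15.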

CBX6 depletion resulted in approximately equal numbers of upregulated (430) and downregulated (437) genes (Fig. 4e), which could indicate that CBX6 has a dual role in regulating gene transcription. 

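By the ratio of the mean FPKM, 885 genes were up and 761 genes were down at least 1.5-fold in shCbx6 against shCtl. The threshold has no error rate of its own, and other comparisons of the same libraries show how many genes pass it without a knockdown. With 1 library on each side, 1107 genes differed by 1.5-fold in either direction between the shCtl replicates and 2044 between the shCbx6 replicates, against 1483 for shCbx6 and shCtl replicate 1 and 2326 for replicate 2. With 2 libraries on each side, the knockdown gave 1646 genes, and averaging the libraries the other ways, in splits that each mix shCtl with shCbx6, gave 1280 genes for the split by replicate number and 496 genes for the crossed split. Values of both shCbx6 libraries lay above both shCtl values for 737 of the genes that were up, and below both for 686 of the genes that were down. Among all tested genes the groups did not overlap for 43.2%, where chance gives 33.3%. Without a filter on low FPKM 3739 genes were up and 2357 down. Leaving out shCbx6 replicate 1 gave 1414 up and 1179 down, and leaving out shCbx6 replicate 2 gave 632 up and 850 down.

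In limma, 5 genes were higher and 6 were lower at an adjusted p under 0.05, and 1352 genes had an unadjusted p under 0.05. Of the 11 genes called, 9 were listed at 0 FPKM in both libraries of 1 group. Scarna10, Mir1943, Snord55, Gm12238 and Mir669h were listed at 0 in both shCtl libraries, with limma adjusted p of 0.00785, 0.00183, 0.000509, 0.00263 and 0.0124. Scarna17, Snord82, Mir1839 and Mir1940 were listed at 0 in both shCbx6 libraries, with limma adjusted p of 0.00183, 0.00259, 0.000269 and 0.00183. The values above 0 of these 9 genes stand in ratios of whole numbers of 3 or fewer once depth is taken into account, as values from a few fragments do. Mapt fell from 7.19 ± 0.347 to 0.780 ± 0.190 FPKM (SD, n = 2 libraries each), a log2 fold change of −2.21 (standard error 0.165, limma adjusted p = 0.0322). With quantile normalization its limma adjusted p was 0.0501. Emp1, chosen after its values were seen, was read at 20.1 and 24.7 FPKM in shCtl and 4.38 and 4.93 FPKM in shCbx6, a log2 fold change of −2.04 (standard error 0.160, limma adjusted p = 0.0371). From the similar numbers of up- and downregulated genes, the paper proposes a dual role of CBX6 in gene transcription.

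**Figure D2:**
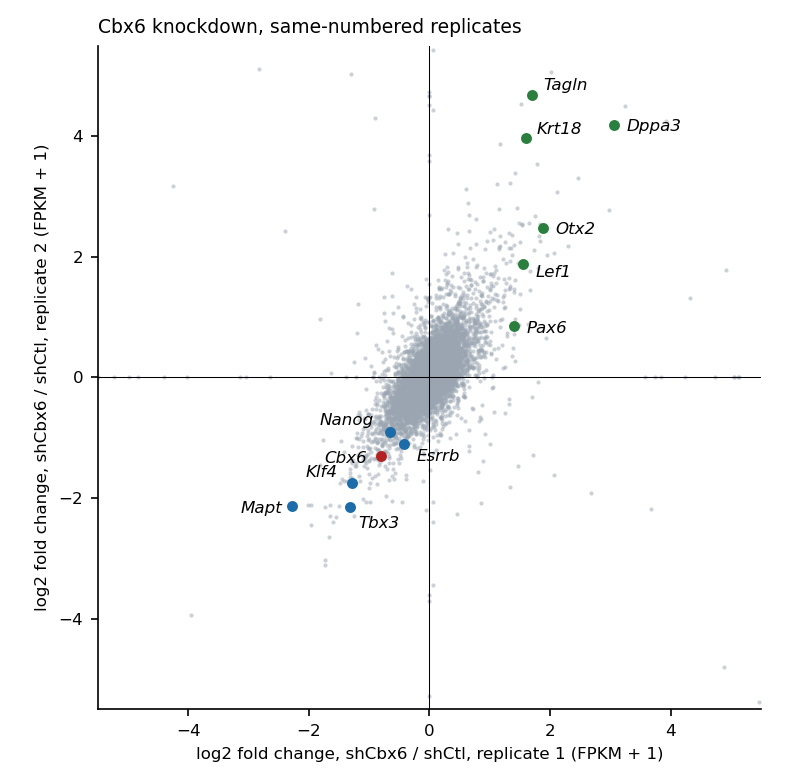
Log2 fold changes of shCbx6 against shCtl on log2(FPKM + 1) for 11592 genes, replicate 1 on the horizontal and replicate 2 on the vertical axis. Each point is a gene, 44 genes beyond 5.5 on either axis are not drawn, and labelled genes include Cbx6, Klf4, Nanog, Mapt and Otx2; most points lie near 0 on both axes, and Mapt and Klf4 are below 0 on both.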

Supporting this, gene expression and ChIP-seq data both revealed an overlap of 23 and 30% of up- and downregulated CBX6 direct target genes, respectively. 

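Of the genes up 1.5-fold, 855 had coordinates, and of those down 1.5-fold, 728. Targets of CBX6 replicate 2 made up 36.0% of the genes that were up, against 11.2% of the other expressed genes (Fisher's exact test, two-sided, p = 2.33e-72). Among the genes that were down they made up 25.3%, against 12.2% of the others (Fisher's exact test, two-sided, p = 2.99e-20). Many of these genes have low FPKM, with 251 of the 885 genes that were up at a mean under 2 FPKM in the higher group, as do the targets of replicate 2. Draws of other expressed genes matched on FPKM held 19.2% targets for the genes that were up (95% of the 10000 draws between 16.7 and 21.8%) and 18.7% for those that were down (15.9 to 21.4%). Targets of replicate 1 made up 71.1% of the genes that were up and 78.3% of those that were down, against 79.6% (Fisher's exact test, two-sided, p = 1.59e-08) and 79.0% (p = 0.638) of the other expressed genes. Draws matched on FPKM held 75.6% replicate 1 targets for the genes that were up (95% of draws between 72.7 and 78.4%) and 75.3% for those that were down (72.1 to 78.3%), which puts the share among genes that were up below the draws and the share among genes that were down at their upper end. With the peaks found in both replicates the shares were 30.9% of the genes that were up and 21.7% of those that were down, and for replicate 1 this moved the comparison to the other side of the remaining genes. Fisher's exact test treats genes as independent, so its p-values hold no error between libraries. Splits that mix shCtl with shCbx6 also gave high shares of replicate 2 targets. In the crossed split these were 41.3% of genes down, against 22.3% in matched draws, and 10.1% of genes up, against 18.8%. In the split by replicate number they were 30.2% of genes up, against 19.4%, and 15.3% of genes down, against 18.7%.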

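A list of 12 neuroectoderm and neuronal genes was set against the RNA-seq data; it is not the annotation behind the paper's supplementary figure. Of the list, 7 genes had a mean of 1 FPKM or more in either group. Their log2 fold changes ran from −1.12 to 1.12, with 4 genes higher and 3 lower in shCbx6 in both same-numbered pairs. The list did not pass the threshold as a set (camera on the limma fit, median log2 fold change 0.13, adjusted p = 0.757 over 14 lists). At an adjusted p under 0.05 over all genes 0 of the 7 genes passed, adjusted over the list alone 1 passed, and 3 had an unadjusted p under 0.05. Sox1 was the lowest of the list, at 2.14 and 2.40 FPKM in shCtl and 0.767 and 0.287 FPKM in shCbx6 (log2 fold change −1.12, standard error 0.227, limma adjusted p = 0.187). Tubb3 was read at 35.2 and 29.1 FPKM in shCtl and 25.4 and 21.0 FPKM in shCbx6. Mapt, which encodes the microtubule-associated protein tau, was the protein-coding gene with the largest fall among the limma calls. Nes went the other way, from 0.697 ± 0.0332 to 2.43 ± 1.19 FPKM (SD, n = 2 libraries each), with a log2 fold change of 0.97 (standard error 0.280, limma adjusted p = 0.30) and of 0.61 without shCbx6 replicate 2. Peaks of CBX6 replicate 2 were found at 8 of the 11 genes of the list with coordinates.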

Importantly, CBX6 loss led to downregulation of genes involved in development, including regulation of neurogenesis (Supplementary Fig. 4e). 

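Among epithelial genes, the simple-epithelium keratins Krt8 and Krt18 rose in both shCbx6 libraries, by very different amounts. Krt8 (chromosome 15, 101827142 to 101834773) was read at 4.81 and 7.25 FPKM in shCtl and at 12.1 and 118.8 FPKM in shCbx6. Krt18 (chromosome 15, 101858647 to 101862457) was read at 3.66 and 6.91 FPKM in shCtl and at 13.2 and 122 FPKM in shCbx6. These genes and Krt7 were chosen after their values were seen. Their log2 fold changes were 2.52 for Krt8 (standard error 1.00, limma adjusted p = 0.427) and 2.78 for Krt18 (standard error 0.995, limma adjusted p = 0.389). Without shCbx6 replicate 2 they were 0.92 and 1.22, so the size of the rise rests on that library. Krt7 reached 9.02 FPKM in shCbx6 replicate 2 and 0.549 FPKM in shCbx6 replicate 1. The 7 tested genes of a list of 10 trophectoderm genes, which includes these keratins, had a median log2 fold change of 1.39. Of these genes, 6 were higher in shCbx6 in both same-numbered pairs. The list passed the threshold in camera with a preset correlation (adjusted p = 7.27e-05). With a correlation estimated from the libraries it did not pass (camera adjusted p = 0.688). Nor did it pass in fry, another test of gene lists (adjusted p = 0.341), so the call depends on the test. Over all genes 0 of the 7 passed an adjusted p of 0.05, adjusted over the list alone 2 passed, and 3 had an unadjusted p under 0.05.

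The MAPK feedback genes went both ways and did not pass the threshold as a set. The median log2 fold change of the 10 tested genes was 0.01 (camera adjusted p = 0.757), with 3 genes higher and 4 lower in both pairs. Dusp4, which encodes a phosphatase of ERK and was chosen after its values were seen, rose from 2.30 ± 0.295 to 11.7 ± 3.42 FPKM (SD, n = 2 libraries each), a log2 fold change of 1.92 (standard error 0.224, limma adjusted p = 0.0842). Ratios of the mean FPKM were 0.899 for Dusp6, 1.23 for Spry2 and 0.826 for Spry4, none of them past 1.5-fold.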

Upregulated genes were implicated in epithelium differentiation and tissue morphogenesis, possibly through the activation of signaling pathways involved in ESC biology, such as the MAPK signaling pathway (Supplementary Fig. 4e). 

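Of the 9 pluripotency genes measured by RT-qPCR in Fig. 1c, Klf4, Nanog, Esrrb and Tfcp2l1 passed the 1.5-fold threshold downward in the RNA-seq. Esrrb went from 196 ± 10.4 to 119 ± 45.5 FPKM (SD, n = 2 libraries each), a log2 fold change of −0.76 (standard error 0.283, limma adjusted p = 0.399). Its change is −0.37 without shCbx6 replicate 2, so the call rests on that library. Tfcp2l1 went from 60.2 ± 6.51 to 26.6 ± 12.6 FPKM (SD, n = 2 libraries each), with a log2 fold change of −1.23 (standard error 0.331, limma adjusted p = 0.274) and of −0.74 without shCbx6 replicate 2.

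In CBX6 replicate 2, Esrrb was the only one of the 9 genes with a peak. Esrrb lies on chromosome 12 of mm9 from 87702067 to 87862578, and the peak from 87762057 to 87765141 is centred in an intron, 766 bp from the nearest annotated transcript start, with a score of 820.5. CBX7 and RING1B peaks overlapped it with scores of 1718 and 1143, as did a replicate 1 peak with a score of 141. In CBX6 replicate 1, 8 of the 9 genes had a peak, all but Nr0b1. Klf4 (chromosome 4, 55540013 to 55545347) had a replicate 1 peak from 55542713 to 55545042, centred in an intron with a score of 204, and an upstream peak with a score of 76.5. Nanog (chromosome 6, 122657507 to 122664651) had a replicate 1 peak from 122656786 to 122658280, centred in an untranslated region with a score of 163. The highest replicate 1 peak at Tfcp2l1 (chromosome 1, 120524522 to 120581744) was intronic and scored 288. CBX7 and RING1B had no peak at Klf4, Nanog or Tfcp2l1, and of all genes targeted in CBX6 replicate 1 only, 81.2% were at 1 FPKM or more in shCtl.

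Tbx3 and Prdm14, which carried peaks of both CBX6 replicates, CBX7 and RING1B, were lower as well. Tbx3 went from 34.2 ± 0.264 to 10.0 ± 4.42 FPKM (SD, n = 2 libraries each), a log2 fold change of −1.73 (standard error 0.287, limma adjusted p = 0.131). Prdm14 went from 11.7 ± 0.930 to 5.51 ± 3.54 FPKM (SD, n = 2 libraries each), a log2 fold change of −1.07 (standard error 0.384, limma adjusted p = 0.389), and of −0.49 without shCbx6 replicate 2.

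**Figure D3:**
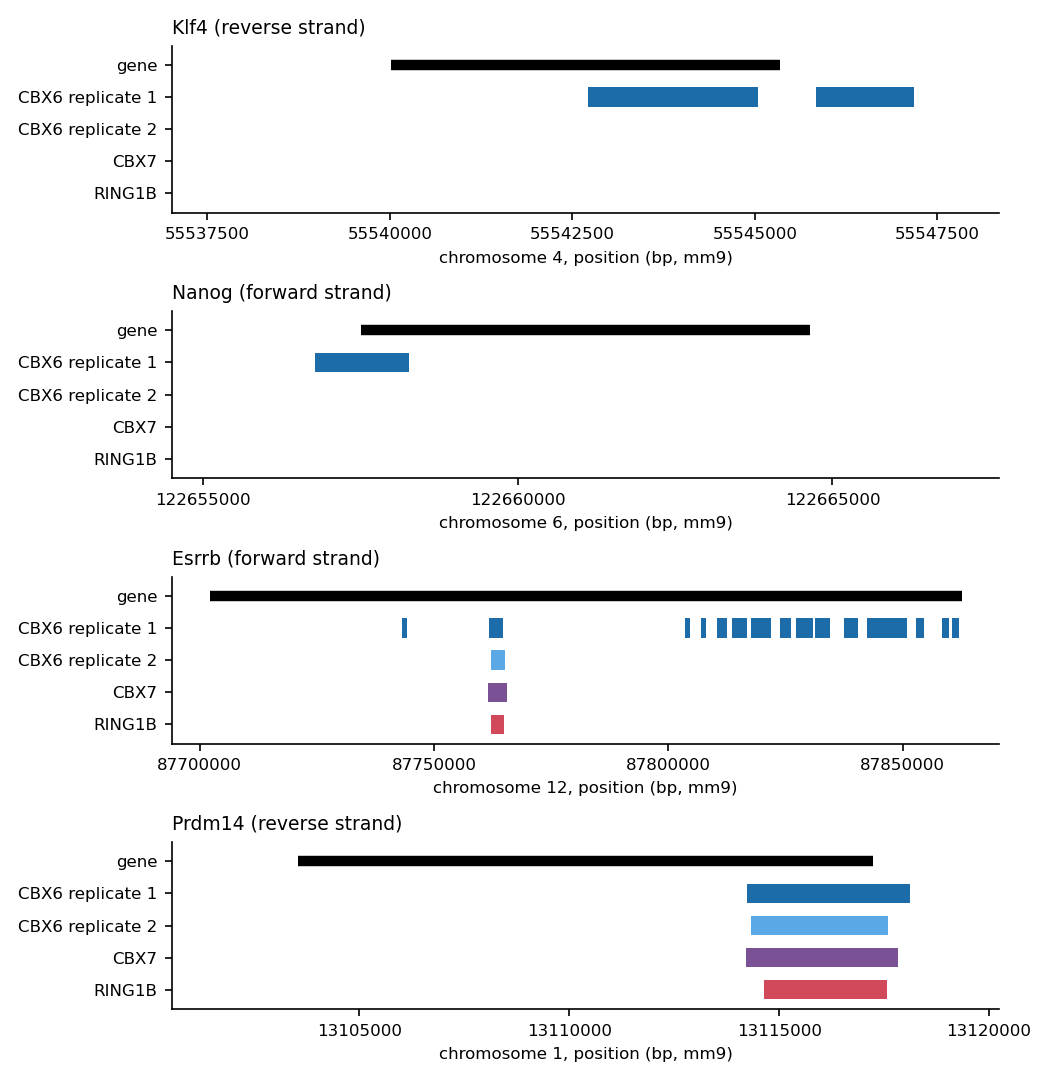
Peaks of the 4 lists at Klf4, Nanog, Esrrb and Prdm14, with the position on the mm9 chromosome in bp on the horizontal axis. The black bar is the gene and each coloured bar a peak of the list named at the left; Klf4 and Nanog have peaks in CBX6 replicate 1 only, while Esrrb and Prdm14 have overlapping peaks in all 4 lists.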

Interestingly, CBX6 did not occupy any of the pluripotency genes downregulated after CBX6 depletion. This result indicated that the extinction of pluripotency was due to a secondary effect and provided additional support for an ESC differentiation model in which developmental gene programs co-regulate the extinction of the pluripotency network.

As mentioned, CBX7-depleted ESCs do not undergo differentiation. Thus, we analyzed changes in gene transcription observed upon CBX6 depletion and compared with those observed upon CBX7 depletion^13^. We found that 137 genes were commonly upregulated and 157 genes were commonly downregulated. In contrast, 293 and 372 genes were exclusively upregulated, while 280 and 1028 were exclusively downregulated in CBX6- and CBX7-depleted ESC, respectively (Fig. 4f). Further analysis of each of these gene sets did not highlight any significant-enriched category that allowed us to explain CBX6- and CBX7-depletion phenotypic distinct consequences.

### CBX6 genome-wide distribution overlaps with PRC1

We then tested to what extent, CBX6 target genes overlap with Polycomb complex target genes. 

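RING1B peaks overlapped 74.6% of the CBX6 peaks of replicate 2 (95% Wilson interval 73.4 to 75.7%). None of the 1000 shifts gave as large a share, and the highest was 1.53%. For replicate 1 the share was 17.6% (interval 17.1 to 18.1%, highest shifted share 1.09%). Of the 4201 regions where the CBX6 replicates overlap each other, 81.5% overlapped a RING1B peak. With a score of at least 100 required in every list, the shares were 87.6% for replicate 2 and 22.5% for replicate 1. Among the 1000 highest-scored peaks, 99.7% of those in replicate 2 and 50.6% of those in replicate 1 overlapped a RING1B peak, so the replicates differed at strong peaks too.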

Consistent with our MS data, we found that CBX6 target genes contained RING1B. Moreover, CBX6 targets were also decorated with PRC2 (as shown by the Suz12 subunit) as well as with CBX7 and H2AK119ub1 (Fig. 5a and Supplementary Fig. 5a). 

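CBX7 peaks overlapped 79.6% of the CBX6 peaks of replicate 2 (95% Wilson interval 78.5 to 80.7%) and 19.6% of those of replicate 1 (interval 19.1 to 20.1%). The highest shares among 1000 shifts were 1.72 and 1.24%. Of the regions found in both CBX6 replicates, 86.0% overlapped a CBX7 peak. In comparison, 77.3% of the CBX7 peaks overlapped a RING1B peak. When a score of at least 100 was required in every list, the CBX7 shares were 91.7% for CBX6 replicate 2 and 24.2% for replicate 1. Suz12 and H2AK119ub1 were not analysed here. The paper states that CBX6 targets carry both PRC1 and PRC2.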

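Of the 3637 target genes of CBX6 replicate 2, 78.0% were also RING1B targets (95% Wilson interval 76.6 to 79.3%) and 83.4% were also CBX7 targets (82.1 to 84.5%). Of the genes that were not targets of replicate 2, 3.75% were RING1B targets and 4.87% were CBX7 targets, which gives odds ratios of 91.0 and 97.8. The 12478 target genes of replicate 1 were RING1B targets in 24.4% (23.7 to 25.2%) and CBX7 targets in 27.5% (26.7 to 28.3%) of cases, against 5.05 and 5.18% of the other genes. Taking only peaks found in both CBX6 replicates gave 81.1% with RING1B and 86.2% with CBX7. RING1B and CBX7 were each given as a single list, so these shares have no replicate error on that side, and the intervals cover counting error only.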

More specifically, 80.5, 85.8, 61.5, and 79.5% of CBX6 target genes were co-occupied by RING1B, CBX7, H2AK119ub1, and Suz12, respectively (Fig. 5b). In contrast, CBX6 and PCGF6 shared limited number of target genes (24%) (Fig. 5b). Moreover, CBX6 genome-wide distribution was not affected upon PCGF6 depletion, suggesting that PCGF6 may be dispensable for CBX6 targeting to chromatin (Supplementary Fig. 5b). Therefore, a large set of CBX6 target genes are co-occupied by both cPRC1 and PRC2.

**Fig. 5:**
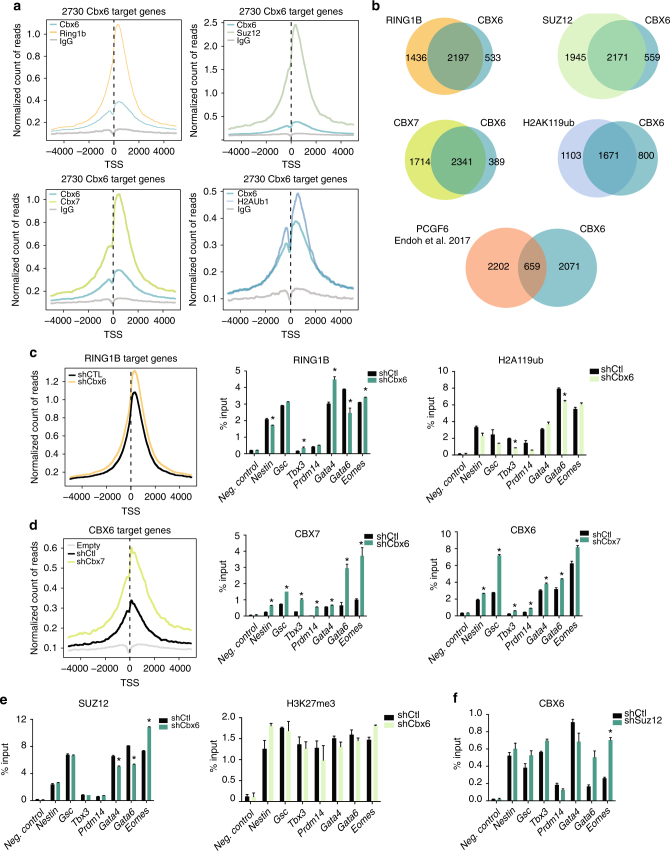
CBX6 occupies cPRC1 sites. **a** TSS (±5 kb) enrichment plot of CBX6, RING1B, CBX7, H2AK119ub, and SUZ12 ChIP-seq at 2730 CBX6 target sites. **b** Venn diagrams showing the overlap of CBX6 target genes with those of RING1B CBX7, H2AK119ub^13^, SUZ12^13^, and PCGF6^35^. **c** (left) TSS (±5 kb) enrichment plot of RING1B in shCtl and shCbx6 ESCs, at 2730 CBX6 target sites. (right) ChIP-qPCR in shCTL or shCBX6 ESCs of RING1B and H2AK119Ub. **d** (left) TSS (±5 kb) enrichment plot of CBX6 in shCtl and shCbx7 ESCs, at 2730 CBX6 target sites. (right) ChIP-qPCR in shCTL and shCBX6 (or shCbx7) ESCs of CBX7 (or CBX6), respectively. **e** ChIP-qPCR in shCTL or shCBX6 ESCs of Suz12 and H3K27me3. **f** ChIP-qPCR of CBX6 in shCTL and shSuz12 ESCs. **c**–**f** For all the experiments, an intergenic region was used as a negative control gene. Results are shown relative to percentage of input. For all the experiments an intergenic region was used as a negative control gene. Results are shown relative to percentage of input. Error bars represent SD of three biological replicates. Error bars represent SD of three biological replicates

Since chromodomain-containing proteins are considered to be chromatin-targeting factors, we explored whether CBX6 contributes to targeting the cPRC1 complex. For this, we performed ChIP-qPCR experiments with RING1B in control or CBX6-depleted ESCs. Importantly, neither the protein levels of cPRC1 and PRC2 subunits nor the bulk level of selected histone modifications were affected by CBX6 depletion (Supplementary Fig. 5c, d). In stark contrast to CBX7 function^13^, RING1B occupancy remained largely unaffected in CBX6-depleted ESCs (Fig. 5c). Although we noticed a general increase of RING1B level at its target genes, only 116 showed a significant gain of RING1B at their promoters, of which were 21 transcriptionally repressed. The catalytic activity of the cPRC1 complex was not affected, as H2AK119ub1 levels were not significantly perturbed following CBX6 knockdown (Fig. 5c). Nevertheless, we observed an increased CBX7 occupancy after CBX6 depletion (Fig. 5d). Interestingly, CBX7 depletion led to an upregulation of the CBX6 protein level (Supplementary Fig. 5e), followed by an increase of CBX6 occupancy at CBX6 target genes (Fig. 5d). These results suggest that neither CBX6 nor CBX7 can effectively compensate the loss of the other one. Further, neither Suz12 nor H3K27me3 distribution were majorly affected by CBX6 depletion (Fig. 5e). Therefore, major transcriptional changes observed upon CBX6 depletion cannot be explained by changes in cPRC1/PRC2 distribution and/or function.

Previous reports showed that CBX7, but not CBX6, binds to H3K27me3 in vitro^18^. We studied the effect of ablating PRC2 function on the chromatin recruitment of CBX6. We stably depleted Suz12 using shRNAs in both control ESCs and CBX6-3×HA ESCs (Supplementary Fig. 5f). In contrast to PRC2-dependent CBX7 binding (Supplementary Fig. 5g), we found that CBX6 binding was not PRC2-dependent, as CBX6 recruitment to sites lacking PRC2 was either unchanged or even slightly increased (Fig. 5f). Overall, these results suggest that CBX6 recruitment to chromatin was not dependent on H3K27me3, indicating that CBX6 and CBX7 in ESCs do not exert overlapping functions.

## Discussion

Our data show that CBX6 plays a role in maintaining ESC identity, by preserving the balance between the states of pluripotency and differentiation. CBX6 depletion resulted in spontaneous differentiation of ESCs, indicating that CBX6 regulates the expression of gene networks that control these fundamental biological functions. 

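In the RNA-seq libraries of CBX6-depleted ESCs, Klf4 went from 93.9 ± 3.99 FPKM (SD, n = 2) in shCtl to 32.3 ± 6.09 FPKM (SD, n = 2) in shCbx6. Its log2 fold change was −1.52 (standard error 0.177, limma adjusted p = 0.0842). Nanog went from 339.7 ± 26.8 to 198 ± 8.46 FPKM (SD, n = 2 libraries each), a log2 fold change of −0.78 (standard error 0.160, limma adjusted p = 0.188). Rex1, listed as Zfp42 (chromosome 8, 44380422 to 44392363), went from 432 ± 53.2 to 315 ± 9.93 FPKM (SD, n = 2 libraries each). Its log2 fold change was −0.45 (standard error 0.175, limma adjusted p = 0.416), and the ratio of its means, 0.727, did not pass 1.5-fold. For each of these 3 genes both shCbx6 values were below both shCtl values. Over the 37 genes named in the paper that were tested, limma called 0 at an adjusted p under 0.05 over all genes and 4 adjusted over the list alone, and 11 had an unadjusted p under 0.05. Klf4 (0.00967) and Nanog (0.0364) were among the 4, with the limma adjusted p over the list in brackets, and Zfp42 was not (0.151).

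Of the 9 pluripotency genes of Fig. 1c, 8 were lower in both same-numbered pairs and the median log2 fold change was −0.53. As a set they moved down (camera with a preset correlation of 0.01, adjusted p = 0.000104 over 14 lists). Neither this nor any other list passed under fry or with a correlation estimated from the libraries, where the smallest adjusted p were 0.338 and 0.688. Pou5f1 was at a ratio of 0.808 and Sox2 at 1.06, both within 1.5-fold.

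**Figure D4:**
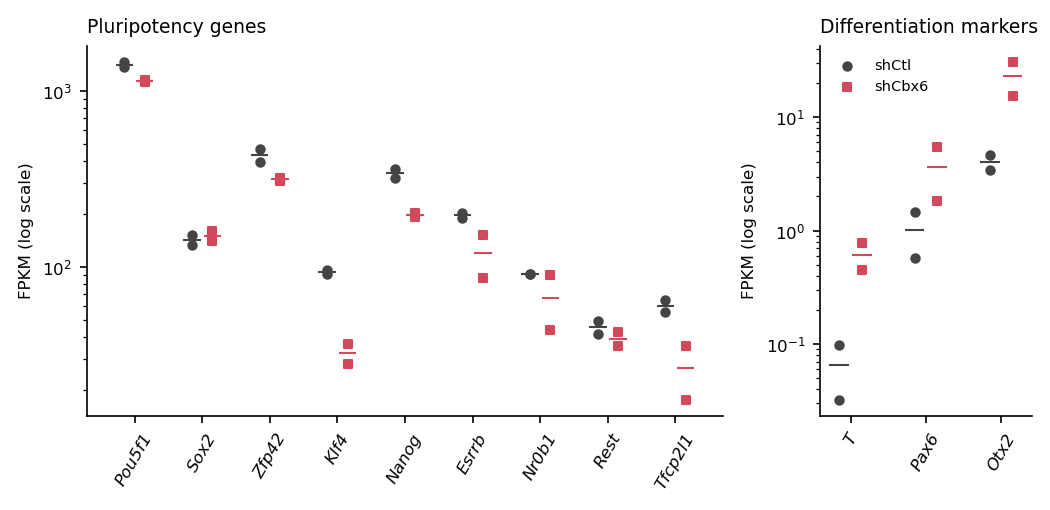
FPKM of 9 pluripotency genes (left) and of the differentiation markers T, Pax6 and Otx2 (right), on log axes. Each point is a library, circles for shCtl and squares for shCbx6, and the line is the mean of the 2 libraries; Klf4, Nanog and Zfp42 are lower in both shCbx6 libraries.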

In CBX6-depleted ESCs, expression of genes regulating the central pluripotency network (i.e., *Klf4*, *Nanog*, and *Rex1*) was strongly downregulated. 

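Otx2 (chromosome 14, 49277354 to 49287319) rose from 4.03 ± 0.872 FPKM (SD, n = 2) in shCtl to 22.9 ± 10.7 FPKM (SD, n = 2) in shCbx6. The log2 fold change was 2.18 (standard error 0.335, limma adjusted p = 0.117 over all genes and 0.0182 over the genes named in the paper). Pax6 (chromosome 2, 105509053 to 105543317) was read at 1.47 and 0.569 FPKM in shCtl and at 5.51 and 1.82 FPKM in shCbx6, a log2 fold change of 1.12 (standard error 0.452, limma adjusted p = 0.430). Its change was 0.52 without shCbx6 replicate 1. Brachyury, listed as T (chromosome 17, 8627288 to 8635361), was under 1 FPKM in every library, at 0.0984 and 0.0324 FPKM in shCtl and 0.446 and 0.771 FPKM in shCbx6, so it was not tested. For each of the 3 genes both shCbx6 values lay above both shCtl values. Peaks of both CBX6 replicates, CBX7 and RING1B were found at all 3. The highest scores in CBX6 replicates 1 and 2 were 63.8 and 3100.0 at Otx2, 522 and 1838 at Pax6, and 236 and 1284 at T.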

Concomitantly, there was a premature expression of differentiation markers (i.e., *Brachyury*, *Pax6*, and *Otx2*). Analysis of CBX6 direct target genes with deregulated expression revealed that both the WNT and the MAPK signaling pathways were perturbed in CBX6-depleted ESCs. 

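Of the WNT list, 6 genes were expressed at 1 FPKM or more in either group. Lef1 was up and Cdx1 was down by 1.5-fold, and both are targets in both CBX6 replicates. Lef1, chosen after its values were seen, rose from 2.59 ± 0.342 to 10.7 ± 0.746 FPKM (SD, n = 2 libraries each), a log2 fold change of 1.71 (standard error 0.151, limma adjusted p = 0.0588). Cdx1 was read at 2.58 and 2.80 FPKM in shCtl and at 0.797 and 0.659 FPKM in shCbx6, a log2 fold change of −1.09 (limma adjusted p = 0.123). The other 4 genes stayed within 1.5-fold, with ratios of 1.23 for Axin2, 0.988 for Ccnd1, 1.07 for Tcf7 and 1.03 for Znrf3. Of the 7 genes with group means below the filter of 1 FPKM, which were not tested, 5 were higher in both shCbx6 libraries, T, Lgr5, Rnf43, Sp5 (0.0798 and 0.0945 FPKM in shCtl, 0.567 and 1.175 FPKM in shCbx6) and Cdx2 (0.0156 and 0.0615 FPKM in shCtl, 0.114 and 0.511 FPKM in shCbx6). The 6 tested genes went both ways and did not pass the threshold as a set (camera adjusted p = 0.604, median log2 fold change 0.07). Over all genes 0 of the 6 passed an adjusted p of 0.05, 2 passed adjusted over the list alone, and 2 had an unadjusted p under 0.05.

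On the MAPK list Dusp4 and Ier3 were up by 1.5-fold and none was down, with ratios of 5.10 and 1.90. Both are targets in both CBX6 replicates. Ier3 was read at 3.85 and 4.38 FPKM in shCtl and at 3.78 and 11.8 FPKM in shCbx6, so its rise was seen in shCbx6 replicate 2 only. Of the 10 tested genes 0 passed over all genes, 2 passed adjusted over the list alone and 3 had an unadjusted p under 0.05.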

Based on these findings, we speculate that an alteration in the expression of these pathways may result in the collapse of the balance between self-renewal and lineage commitment, ultimately resulting in differentiation.

Notably, depletion of different PRC1 complex members results in very specific phenotypes. For instance, and in contrast to CBX6, CBX7 is not required to preserve ESC self-renewal, yet its depletion greatly affects PRC1 and PRC2 recruitment to chromatin^13^. Similarly, RING1B-mutant ESCs can be sustained in culture even though expression of RING1B targets are strongly affected^19, 20^. However, complete impairment of PRC1 function (following a *Ring1A/B* double depletion) strongly reduces the capacity for self-renewal^21^. The finding that CBX6-depleted ESCs exhibited a phenotype not observed after depletion of a single PRC1 component suggests that CBX6 has a PRC1-independent—or at least a cPRC1-independent—role, and that other family members cannot compensate for its deletion. We believe that the phenotypic differences observed upon CBX6 or CBX7 depletion could be due to a specific combination of gene expression changes that would trigger differentiation upon CBX6 depletion, but not upon CBX7 depletion. Some of the most interesting differentially expressed genes include Nanog (exclusively downregulated in shCbx6 cells) or Cbx6 itself (upregulated in shCbx7 cells). In addition, a large number of genes involved in extrinsic signaling pathways (such as Wnt and MAPK) were also deregulated. Fine-tuning the balance between multiple and opposing signals downstream of these pathways generates contrasting functional outcomes, either maintaining self-renewal (i.e., in CBX7-depleted ESC) or instructing lineage differentiation (i.e., in CBX6-depleted ESC).

Because of its homology with CBX2, −4, −7, and −8^14^, CBX6 had been proposed to form part of the cPRC1 complex, although there was little scientific evidence for this. Specifically, an interaction between CBX6 and RING1B and PHC2 was observed in HeLa cells^22^, and more recently, an interaction between CBX6 and the cPRC1 complex was observed in neural stem cells^23^. Nevertheless, these interactions have never been demonstrated in the context of ESCs, where CBX7 is the main CBX protein incorporated into the cPRC1 complex^13, 23^. We have now revealed a physical interaction between CBX6 and members of both cPRC1 and ncPRC1, such as MGA, PCGF6, and L3MBTL2.

In line with these results, the genome-wide distribution of endogenous CBX6 strongly overlapped with that of cPRC1, supporting the validity of our MS data. The CBX6 protein levels are very low in ESCs, which is likely why CBX6 has not previously been observed in PRC1 purifications from ESCs^10, 24^; we believe that overexpression was essential for enabling the co-capture of CBX6 partners. Our results may reflect the existence of a single unique complex or, alternatively, of several distinct CBX6-containing complexes. Therefore, the next critical step will be to determine the exact composition of the CBX6 complex(es).

Although the genomic landscape of CBX6 is almost identical to that of cPRC1, its depletion in ESCs does not compromise the binding of cPRC1 or PRC2 core subunits, suggesting that most of the cPRC1 recruitment relies on CBX7. Interestingly, we observed a slightly increased binding of CBX7, but not of H2AK119ub, upon CBX6 depletion. Similarly, CBX7 deletion had a partial effect on CBX6 binding to chromatin, by modestly increasing it. Thus, we hypothesize that within the context of the cPRC1 complex both CBX6 and CBX7 possess partially overlapping functions. It is likely that cPRC1–CBX7 acts as the main complex, whereas cPRC1–CBX6 complex has a minor role in gene repression and functions as a redundant failsafe for CBX7 functions. However, cPRC1–CBX6 acquires specific role during ESC differentiation, when cPRC1–CBX7 complex has been dismantled. This potential role requires further investigation.

Intriguingly, and in contrast to CBX7^13^, we found that CBX6 localization to chromatin was not impaired in ESCs depleted of functional PRC2, indicating that CBX6 is not recruited to its target genes via H3K27me3. Unlike *Drosophila* Pc, which tightly binds to H3K27me3, the mammalian counterparts display different affinities for different histone modifications. For instance, peptide pulldown experiments revealed that the CBX6 chromodomain does not recognize H3K27me3^18^. Although the aromatic cage pocket of the chromodomain is essentially indistinguishable between CBX paralogues, the amino acids outside but bordering the aromatic cage have subtle variations, with an adjacent hydrophobic pocket that is required for stabilizing the interaction between the CBX proteins and the methyl residues. Milosevich and coworkers showed that the CBX6 hydrophobic pocket cannot bind the conserved histone alanine at the –2 position of the trimethyl lysine site H3K27me3 (ARKS motif)^25, 26^; instead, a hydrophobic residue in the position –2 of the methyl lysine is key for CBX6 binding. This suggests that CBX6 might associate with another, yet-unidentified histone modification.

## Methods

### ESC culture and embryoid body differentiation

Wild-type (E14Tg2A) ESCs were cultured feeder free in plates coated with 0.1% gelatin. Coating was achieved by covering the plates with gelatin 15 min at 37 °C. After removing any remaining gelatin, ESCs were cultured with Glasgow minimum essential medium (Sigma) supplemented with β-mercaptoethanol, sodium pyruvate, penicillin–streptomycin, non-essential amino acids, GlutaMAX, 20% fetal bovine serum (Hyclone), and leukemia inhibitory factor (LIF).

### AP staining

ESCs (1 × 10^3^) were cultured in a six-well plate for 5 days. The AP assay was performed with the alkaline phosphatase detection kit (Millipore) following the manufacturer’s instructions.

### Calcium phosphate transfection

HEK-293T cells (2 × 10^6^) were plated onto a p10 plate. The following day, the calcium phosphate-DNA precipitates were prepared by pooling together the plasmid in 0.25 M CaCl_2_. While vortexing, calcium phosphate-DNA solution was added dropwise to an equal volume of HBS 2× (HEPES-buffered saline solution, pH 7.05, of 0.28 NaCl, 0.05 M HEPES, and 1.5 mM Na_2_HPO_4_) at room temperature. After 15 min at room temperature, the solution was added to the HEK-293T cells for lentivirus production.

### Lentivirus production and infection

Lentivirus was produced by transfecting HEK-293T packaging cells with 5 µg of pCMV-VSV-G, 6 μg of pCMVDR-8.91, and 7 μg of the pLKO-shRNA (Sigma) plasmid (either pLKO-shCTL or pLKO-shCBX6), using the calcium phosphate transfection method. Cells were incubated with the transfection mix for no more than 16 h, after that the medium was replaced by ESC (LIF-free) fresh medium. After 48 h, lentiviral particles were collected and filtered using a 0.45 μm filter. For infection, 2 × 10^5^ target cells were plated in a six-well plate. Two ml of the filtered medium containing the lentiviral particles was used to culture the cells in the presence of LIF (1:500) and Polybrene (1:1000) was added to the culture medium. The following morning medium was replaced with fresh medium for selection. Infected cells were selected using the appropriate antibiotic (2 μg ml^–1^ of puromycin, 50 µg ml^–1^ of hygromycin, or 50 µg ml^–1^ of G418) for 3 days.

### Protein extract preparation and western blot analysis

Whole cell extracts for western blot analysis were prepared in lysis buffer IP300 (50 mM Tris-HCl pH 7.6, 300 mM NaCl, 10% glycerol, and 0.2% NP-40). Lysates were incubated for 5 min on ice and then sonicated five cycles (30 s ON/30 s OFF) in a Bioruptor (Diagenode). Cell extracts were centrifuged for 25 min at maximum speed at 4 °C. Protein concentration was quantified by Bradford assay (Bio-Rad) according to the manufacturer’s instructions. Samples were analyzed by SDS-PAGE using acrylamide gels in running buffer (25 mM Tris-base, 200 mM glycine, 0.1% w/v SDS) at 100 V. Proteins were transferred onto nitrocellulose membranes at 300 mA for 70 min at 4 °C in transfer buffer (25 mM Tris-HCl, pH 8.3, 200 mM glycine, 20% v/v methanol). Protein transfer was checked by Ponceau S (Sigma) staining. Transferred membranes were blocked with 5% w/v milk in TBS-Tween (10 mM Tris-HCl, pH 7.5, 100 mM NaCl and 0.1% Tween-20) for 30 min with rotation at room temperature. Blocked membranes were incubated overnight with the primary antibody (with 5% w/v milk in TBS-Tween) at 4 °C with rotation. The next day, membranes were washed twice for 5 min with TBS-Tween followed by incubation with the secondary antibody conjugated to the horseradish peroxidase (1:5000, Dako), diluted in TBS-Tween, for 1 h at room temperature. After two 15-min washes with TBS-Tween at room temperature, proteins were detected by an enhanced chemiluminiscence reagent (Pierce ECL Western Blotting Substrate, Thermo Scientific). All primary antibodies, and the conditions for their use are listed in Supplementary Information as Supplementary Table 1.

### RNA extraction and cDNA synthesis and gene expression analysis

RNA was extracted with the RNeasy mini kit (Qiagen) following the manufacturer’s instruction. cDNA was synthesized by reverse transcription using a cDNA synthesis kit (Quanta-Bioscience). Real-time PCR reactions were performed using SYBR Green I PCR Master Mix (Roche) and the Roche LightCycler 480. Expression was normalized to the housekeeping gene *Rpo*. Expression was normalized to the housekeeping gene *Rpo*. All the primers used are listed in Supplementary Information as Supplementary Table 2.

Paired-end RNA-sequencing was performed using 1 µg RNA and two samples per lane to achieve maximum sequencing depth. The genomics unit performed the quality control and library preparation. The libraries were sequenced using Illumina HiSeq2000 sequencer. Genes with a fold-change of 1.5 were considered to be differentially expressed.

### Chromatin immunoprecipitation

Two 15-cm plates for each cell line to be tested were prepared at 70–80% confluency. Cells were trypsinized and crosslinked in 1% formaldehyde for 10 min at room temperature in a shaker. To stop the fixation reaction, 0.125 M glycine was added to the existing culture media and incubated for 5 min. Sample pellets were then washed twice with PBS 1× at room temperature. After aspirating PBS completely, crosslinked pellets were resuspended in 1.3 ml ice-cold IP buffer (1× volume SDS buffer [100 mM NaCl, 50 mM Tris-HCl, pH 8., 5 mM EDTA, pH 8, and 2% SDS] and 0.5 volume Triton dilution buffer (100 mM NaCl, 50 mM Tris-HCl, pH 8.6, 5 mM EDTA, pH 8 and 5% Triton X-100]) with proteinase inhibitors. Samples were sonicated for 12 min (30 s ON/30 s OFF) in a Bioruptor (Diagenode) at maximum output. After sonication, samples were centrifuged at 4 °C at maximum speed for 20 min. To check chromatin size, 20 µl of the supernatant was mixed with 80 µl of 1× PBS and de-crosslinked for 3 h at 65 °C in a shaker (1000 rpm), followed by PCR purification kit (Qiagen). DNA was eluted in 30 µl of water and quantified by nanodrop. Around 800 ng were loaded in a 1% agarose gel. If chromatin was between 200 and 500 bp, 40 µg of chromatin was used to ChIP proteins. ChIP reactions consisted of 40 µg of chromatin and 5 µg of antibody to a final volume of 500 µl. ChIP reactions were incubated overnight at 4 °C on rotation. The next day, 30 µl of washed agarose beads were added to the ChIP reactions and incubated for 2 h at 4 C. After incubation, beads were washed three times with 1 ml of low-salt buffer (140 mM NaCl, 50 mM HEPES, pH 7.5, and 1% Triton X-100) and once with 1 ml high-salt buffer (500 mM NaCl, 50 mM HEPES, pH 7.5, and 1% Triton X-100). All supernatant was removed, and 110 µl of freshly prepared elution buffer (1% SDS, 100 mM NaHCO3) was added per ChIP reaction (including 1% of every input). Samples were de-crosslinked at 65 °C for 3 h in a shaker (1000 rpm). DNA was purified following the PCR purification kit. DNA was eluted with 100 µl of water (with two consecutive elutions of 50 µl). A sample of 2 µl was used for ChIP-qPCR analysis.

For histone modifications, 5 µg of chromatin was used.

ChIP experiments using the CBX6-3×HA cell line were performed with the ChIP-IT High Sensitivity Kit from Active Motif (53040) according to the manufacturer’s instructions.

### Rescue experiment

The CBX6 cDNA resistant to shRNA#52 (CBX6R) was produced by inserting a silent mutation in the 10th nucleotide position of the shRNA#52 recognition site using the QuickChange Site-Directed Mutagenesis kit (Stratagene), following the manufacturer’s instructions. The CBX6-FLAG mutant for the chromodomain (CBX6^AA^) was generated by mutating CBX6R at the tryptophans in positions 33 and 36, switching them to glycine. The CBX6-FLAG mutant for the PcR box (CBX6 ^ΔPcR^) was generated by depleting the PcR box domain.

For rescue experiments, the CBX6-FLAG versions (CBX6R, CBX6^AA^, and CBX6^ΔPcR^) were first overexpressed, and the cell lines were infected with pLKO-shCTL or pLKO-shCBX6 once they were established.

### Proliferation curve

About 100,000 cells for each condition were plated in a six-well plate. Every 2 days, cells were trypsinized, and 100,000 cells were re-plated, for five passages.

### CRISPR-Cas9 vector construction

sgRNAs (5′-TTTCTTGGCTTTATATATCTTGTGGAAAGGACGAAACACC-3′, 5′-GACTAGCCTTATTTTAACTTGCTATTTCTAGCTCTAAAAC-3′) targeting the CBX6 locus were designed using the online software: http://crispr.mit.edu. Primers coding for the sgRNAs were annealed and assembled with a pX459 (Puromycin selection) and a pX458 (GFP selection) vectors (Addgene) using the method described by Zhang et al.^27^. Briefly, vectors were digested using the *Bbs*I restriction enzyme 30 min at 37 C. In parallel, sgRNAs were phosphorylated using T4 PNK (NEB) and annealed in the thermocycler using the following parameters: 30 min at 37 C; 5 min at 95 C, and then ramp down to 25 C at 5 C min^−1^. Gel-purified digested vectors were ligated with phosphorylated sgRNAs. Ligation reaction was incubated at 10 min at room temperature. Targeting efficiency was calculated using the T7 endonuclease surveyor assay.

### Donor vector construction

Left and right CBX6 homology arms were generated by PCR using specific primers and cloned by Gibson Technology into the HDR donor vector. To create the 3× HA tag construct, two oligonucleotides were generated to amplify the tag, which also contained an overlapping sequence specific to the vector, in order to insert the fragment into the HDR vector using a Gibson reaction.

### Stable cell line generation

sgRNAs cloned into the different vectors (pX458 and pX459, 6 µg) and the HDR linearized vector (3 µg) were co-transfected in 3 × 10^6^ mES cells by nucleofection (Nucleofection Amaxa kit) and incubated for 24 h. Cells transfected with the pX459 vector were selected for 48 h with puromycin (1 µg ml^–1^); cells transfected with pX458 were checked for GFP efficiency using a fluorescence microscope.

After single-cell sorting by FACS using GFP fluorescence or size, cells were plated into two 96-well plates (96 clones per condition). After growth, genomic DNA was extracted from each clone and analyzed by PCR to check if the tag had been successfully inserted. Positive clones were sequenced.

### Immunoprecipitation followed by western blot analysis

ESCs expressing FLAG-tagged constructs were lysed in IP300 buffer (50 mM Tris-HCl, pH 7.6, 300 mM NaCl, 10% glycerol, 0.2% NP-40) supplemented with protease and phosphatase inhibitors. Cells were sonicated five cycles (30 s ON/30 s OFF) on a Bioruptor sonicator (Diagenode) followed by full-speed centrifugation. An aliquot of protein (1 mg) was incubated with 30 μl of prewashed FLAG M2 beads (Sigma) (with IP300) and incubated usually for 1 h (depending on the IP) on a rotating wheel at 4 °C. Samples were washed three times with IP300 buffer. Elution was performed by incubating the dried beads with 60 μl of 2× Laemli buffer (Roth Karlsruhe) at 100 °C, or with 0.2 μg ml^–1^ FLAG peptide in PBS, as appropriate, for 15 min. For endogenous IPs, 1 mg of protein was incubated with the antibody for 1 h, followed by incubation of A or G sepharose beads for 2 h at 4 °C. Elution was performed with 2**×** Laemli buffer (Roth Karlsruhe) at 100 °C for 15 min. Uncropped scans of Fig. 3 western blots are provided as Supplementary Fig. 6.

### CBX6-3×FLAG affinity capture followed by mass spectrometry analysis

Affinity capture was carried out on cryomilled material from empty control cells or CBX6-3×FLAG cells as described previously^28, 29^. Briefly, cells cultured as described above were collected by scraping, washed in PBS, and the resulting wet cell pellet was dripped into liquid nitrogen producing frozen pellets. The pellets were then subjected to cryomilling in a Retsch PM-100: three milling cycles of 3 min each (reverse rotation, 1 min interval, no break time) at 400 rpm. The milling jar was cooled with liquid nitrogen between cycles. The resulting powder was collected and stored at −80 °C. Cell powder (900 mg) was used for protein extraction in each replicate; experiments were performed in triplicate for both sample and control. Extraction was performed with 20 mM HEPES, pH 7.4, 400 mM NaCl, and 0.5% v/v Triton X-100. Samples were briefly sonicated to improve protein extraction from chromatin (25 × 2 s, 1 Amp pulses, with 1 s pause between pulses using a QSonica S4717 microtip probe). After sonication, samples were centrifuged at 20,000 RCF (relative centrifugal force) at 4 °C for 10 min. Supernatants were combined with 27 µl of anti-FLAG beads slurry for 30 min at 4 °C. Beads were eluted with 20 µl of 1× LDS at 70 °C for 5 min with mixing. The eluates were loaded onto NuPAGE 4-12% Bis-Tris gels (Invitrogen) and run until the dye front migrated ~6 mm into the gel. The gel was stained with Coomassie Brilliant Blue G-250, the samples were excised (gel plugs), and then further processed, as described below.

### Sample preparation for mass spectrometry and data analysis

Gel plugs were processed essentially as previously described^28^. Briefly, prior to loading on the gel, the samples were alkylated with iodoacetamide; after electrophoresis, the gel plugs were cut into ~1 mm cubes for processing. Samples were destained with several washes of 50% v/v acetonitrile (ACN) in 50 mM ammonium bicarbonate at 37 °C with shaking. Destained gel pieces were dehydrated by washing with 100 μl ACN, and placed in a speed-vac for ~10 min at RT. Trypsin working solution was added and gel pieces were allowed to swell on ice and then were incubated at 37 °C to undergo tryptic proteolysis. Trifluoroacetic acid (TFA) was added to each tube (2% w/v final concentration), and incubated 5 min at RT. The supernatant was recovered and transferred to a 0.5 ml microfuge tube (tryptic digest supernatant). An aliquot of 50 μl 0.1% w/v TFA was added to the gel pieces, which were extracted a further 45 min at RT with shaking. The supernatants were removed and pooled with the appropriate tryptic digest supernatant. Pooled extracted peptides were desalted using reversed-phase OMIX tips (Agilent P/N A57003100) as per the manufacturer’s instructions. The peptides were eluted from the tips first with 100 µl of aqueous 40% (v/v) ACN, 0.5% (v/v) acetic acid (E1) and then with 100 µl of 80% (v/v) ACN, 0.5% (v/v) acetic acid (E2). E1 and E2 were combined, frozen in liquid nitrogen, and dried in a centrifugal vacuum concentrator.

For MS analysis, dried peptide samples were resuspended in 10 µl of aqueous 5% (v/v) methanol, 0.2% (v/v) formic acid. Mass spectra were recorded on a Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific).

Database searching and label-free quantitation were performed by MaxQuant 1.5.2.8 using the UP000000589 mouse database^30^. The match between run feature was disabled, and intensities were based on maximum peak height. The “proteingroups.txt” file was uploaded to Perseus 1.5.3.0, and protein identifications from the decoy database were removed. LFQ intensities were logarithmized. Control experiments were grouped together, as were CBX6-3×FLAG pull-down experiments. Proteins were filtered, with the constraint that at least one group (CBX6 or control) should contain at least three valid values. Missing values were imputed from a normal distribution. A two-sample Student’s *t* test was performed with an arbitrary fold-change of ≥2 required for significance and a permutation-based FDR = 0.05 used for truncation.

### Bioinformatic analysis

The ChIP-seq samples were mapped against the mm9 mouse genome assembly using Bowtie with the option –m 1 to discard those reads that could not be uniquely mapped to just one region^31^. MACS (Zhang et al., 2008) was run with the default parameters but adjusting the shiftsize to 75 bp to perform the peak calling, and each set of target genes was retrieved by matching those ChIP-seq peaks in the region from 2.5 Kb upstream of the TSS to the transcriptional end site as annotated in RefSeq.

The plots showing the distribution of ChIP-seq reads 5 Kb around the TSS of each target gene set were generated by counting the number of reads in this region for each gene (according to RefSeq), and then averaging this value with the total number of mapped reads of each sample and the number of targets of the gene set.

The heat maps displaying the density of ChIP-seq reads 5 kb around the TSS of each target gene set were generated by counting the number of reads on this region for each individual gene and normalizing this value with the total number of mapped reads of the sample. Genes on each ChIP heat map are ranked by the logarithm of the average number of reads on the same genomic region.

GO and other term enrichment analyses were done using Enrichr web-based tools^32^.

The RNAseq samples were mapped against the mm9 mouse genome assembly using TopHat^33^ with the option –g 1 to discard those reads that could not be uniquely mapped to just one region. Cufflinks^34^ was run to quantify the expression in FPKMs of each annotated transcript in RefSeq. Genes showing one or more FPKMs are considered to be expressed. Up- and downregulated gene lists in control compared to knockdown samples were generated by applying a fold-change threshold of 1.5.

### Data availability

All the ChIP-seq and RNAseq raw and processed files generated in this manuscript have been deposited in the NCBI GEO under the accession number GEO: GSE98723. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium with the dataset identifier PXD007577.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

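The data come from mouse ESCs of the E14Tg2A line, cultured feeder free in serum and LIF. All 11 samples could be mapped to a condition from the sample labels and the paper, 7 of them ChIP-seq and 4 RNA-seq. Analysed were 2 replicates of anti-HA ChIP-seq in CBX6-3×HA ESCs, a CBX7 ChIP-seq, a RING1B ChIP-seq, and RNA-seq of 2 libraries with a control shRNA (shCtl) and 2 with an shRNA against Cbx6 (shCbx6). The parental anti-HA control and the IgG controls of the ChIP-seq were not analysed here.

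For RNA-seq, the authors aligned paired-end reads to mm9 with TopHat, keeping reads that map to 1 place, and estimated FPKM for each RefSeq transcript with Cufflinks. The deposited table gives an FPKM value per gene symbol for each library; it is called a table of RPKM in 1 place and of FPKM in the methods and the sample descriptions, and the values were treated as FPKM. How transcripts of a gene were combined is not stated. Of 23290 entries, 25 carry dates in place of gene symbols and could not be matched to genes. Among these, 4 share a symbol with another, and the entry with the higher mean was used. FPKM are scaled to the fragments of each library, so a few very abundant transcripts lower the values of all others, and a difference in total RNA per cell cannot be seen. Exact zeros numbered 6274 and 6430 in the shCtl libraries and 6212 and 5797 in the shCbx6 libraries.

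For ChIP-seq, the authors aligned reads to mm9 with Bowtie, discarded reads that map to more than 1 place and called peaks per sample with MACS. The score of each peak in the deposited lists is the authors' MACS score and was used only to describe, rank or filter peaks within a list. Discarding multiply mapping reads can leave repeats and close paralogs without peaks. The kit used for the CBX6-3×HA ChIP differs from the protocol given for the other antibodies, so scores and numbers of peaks are not on one scale between CBX6 and CBX7 or RING1B.

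From the FPKM table, the ratio of the group means and limma (version 3.58.1, R 4.3.3) on log2(FPKM + 1) were computed for genes with a mean of at least 1 FPKM in either group. The limma fit used lmFit and eBayes with a trend, without a replicate term, and Benjamini-Hochberg adjustment. Gene lists with at least 3 tested genes were tested with camera at a preset correlation of 0.01, two-sided, with adjustment over the 14 lists tested. The lists are the pluripotency genes, the ChIP-qPCR genes, the CBX genes and the Polycomb complex members named in the paper, and lists of naive pluripotency, formative pluripotency, primitive endoderm, mesoderm, neuroectoderm, trophectoderm, germline genes of PRC1.6, MAPK feedback genes, WNT targets and fibroblast genes. Some genes stand on several lists, such as Otx2 on the differentiation and formative lists, so the lists are not independent. The differentiation markers named in the paper had 2 tested genes and were reported gene by gene.

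Named are the genes the paper names, the 5 largest rises and the 5 largest falls among limma calls whose groups do not overlap, the highest peak of each list and the peaks at the genes of Fig. 4b. The gene lists, this rule, the tests and the alternatives were written before the data were examined, apart from those that the closing section describes as chosen later.

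Peaks were compared with bedtools 2.31.1 and Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3; figures with matplotlib 3.10.9), with an overlap of at least 1 bp, 1000 random shifts along each chromosome for the overlaps, 100 for their alternatives and 200 for start sites. Target genes were assigned on the GENCODE annotation of mm9, where 21149 symbols matched by name and 770 by a synonym, in place of the RefSeq annotation of the authors. Shares have 95% Wilson intervals. Changed genes among targets were tested with Fisher's exact test and set beside 10000 draws of genes matched in 20 bins of mean expression. Alternatives covered the filter, the pseudocount, the fold threshold, the way replicates are combined, the scaling of libraries, each library left out in turn, the peak score, the overlap and the window around genes.

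The limma step was tested on simulated data with 2 libraries per group and 11592 genes, of which 200 were changed. It recovered 21.2% of the changes of 2-fold, 73.1% of those of 4-fold and 89.6% of those of 8-fold, with 3 calls among unchanged genes. The changed genes were drawn from genes with higher FPKM only, and the residual SDs were shuffled across genes. Recovery of changes at low FPKM was therefore not tested, and recovery in the real libraries can be lower. Camera gave a p under 0.05 for 1 of 200 unchanged sets. Noise was drawn independently for each simulated gene, so this cannot give the error rate for lists of genes that move together. In the simulation most changes of 2-fold were missed with 2 libraries per group. The numbers of genes past 1.5-fold carry no test. Depth per ChIP-seq sample is unknown here. Histone marks, Suz12, PCGF6, the CBX7 knockdown, RT-qPCR, ChIP-qPCR and mass spectrometry were not analysed here.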

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

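Of the tests in this part, those of transcribed genes, of the region and the single library at Dppa3, and of few fragments were chosen only after the results were seen; that of the sizes of the CBX6 lists was chosen earlier.

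The CBX6 replicates differed in their peaks. In replicate 1, 17889 of the 21865 peaks had no overlapping peak in replicate 2. The paper reports a single set of CBX6 peaks. A loss of the weaker peaks in replicate 2, through lower depth or enrichment, would leave the strongest peaks of replicate 1 in both lists. Among the 1000 highest-scored peaks of replicate 1, 46.5% had no overlapping peak in replicate 2, which argues against that loss as the whole cause, although shared peaks did score higher. Another candidate explanation is ChIP background at transcribed genes, which anti-HA ChIP-seq in parental ESCs would show and which was not analysed here. Of the 9213 genes targeted in replicate 1 and not in replicate 2, 81.2% were at 1 FPKM or more in shCtl, against 37.8% of the genes targeted in both. Of these replicate 1 peaks, 45.9% lay within 2.5 kb of a start site, against a highest share of 6.79% in 200 shifts. These values are what background at open, transcribed genes would give, and binding of CBX6 to active genes in that culture would give them too, so a biological difference stays open.

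Dppa3, a naive pluripotency gene that the paper does not discuss, rose while 14 of the 16 tested genes of the naive list fell in both same-numbered pairs; Klf2, at a ratio of 1.10, did not fall either. Its FPKM was 2.36 and 2.19 in shCtl and 27.0 and 57.1 in shCbx6, a ratio of the means of 18.5. The log2 fold change was 3.62 (standard error 0.349, limma adjusted p = 0.0732), and the limma adjusted p was 0.0388 with a pseudocount of 0.1, 0.0897 with quantile normalization and 0.0321 with small RNA genes left out, a setting chosen after seeing the data. The rise is not the work of a single library, since the ratio without shCbx6 replicate 2 was 11.9. Nor did the region rise as a whole. The expressed genes within 150 kb had a median ratio of 0.807, from 0.582 for Nanog and 0.690 for Apobec1 to 1.39 for Mfap5. Dppa3 lies on chromosome 6 of mm9 from 122576428 to 122580290. CBX6 replicate 2 had a peak in its intron from 122576968 to 122578502 with a score of 106, and replicate 1 a peak upstream from 122574217 to 122575170 with a score of 81.8, which do not overlap each other. CBX7 and RING1B had none. By the paper's description, reads that map to more than 1 place were discarded, so reads shared with copies of Dppa3 should not add to its FPKM. The reads themselves were not examined. An effect of the shRNA on other genes and a response to the loss of CBX6 were not tested and stay open.

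Of the 11 genes called by limma, 9 were listed at 0 FPKM in both libraries of 1 group, and 8 of the 11 are small RNA genes such as Scarna10 and Mir1839. Scarna17 stood at 680.4 and 336 FPKM in shCtl. A candidate explanation is that a few fragments on very short genes give high FPKM. After multiplication by the relative depth, the values above 0 of all 9 genes stood in ratios of whole numbers of 3 or fewer within 0.1%. Among 10792 other genes, 0.751% did. So few fragments are consistent with each of these 9 calls, and a knockdown effect on these genes cannot be read from them.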

How the results depend on the processing

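Alternatives chosen only after the results were seen are the removal of small RNA genes, the grid of filters and ratio rules, the targets shared by both replicates and the protein-coding genes; the other alternatives were not. Unless stated otherwise, the cause of a change was not tested.

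The numbers of genes past 1.5-fold (885 up and 761 down) moved with some of the alternatives set in advance. Among these were the filter, the pseudocount of 1, the threshold and a change required within both same-numbered pairs. Under most of the others the numbers stayed within 1.5 times. No filter, which admits 18597 genes, gave 3739 and 2357. A group mean of at least 5 FPKM, which leaves 8356 genes, gave 411 and 386. A pseudocount of 1 gave 609 and 482, and a 2-fold threshold gave 439 and 268. A 1.5-fold change within both same-numbered pairs gave 513 and 456. Leaving out 1 library gave from 632 to 1414 genes up and from 850 to 1179 genes down, the highest of both without shCbx6 replicate 1. A pseudocount of 0.1 (851 and 716), values all on the same side (737 and 686), rescaled libraries (942 and 701), each replicate alone (703 and 780, 1276 and 1050), summed symbols (885 and 761) and small RNA genes left out (835 and 717) kept both counts within 1.5 times.

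The grid ran 8 ratio rules under 5 filters. With a group mean of at least 1 FPKM, both pairs with a pseudocount of 1 gave 281 up and 280 down, every value past 1.5-fold 319 and 314, and replicate 1 alone with the pseudocount 456 and 457. With both group means at 1 or more, the ratio of means gave 555 and 560, with the pseudocount 405 and 381. Both pairs gave 296 and 331 there, with the pseudocount 200 and 224, every value past 1.5-fold 165 and 220, replicate 1 alone 511 and 586, and with the pseudocount 342 and 366. With all 4 libraries at 1 or more, the ratio of means gave 491 and 492, with the pseudocount 367 and 342, both pairs 262 and 292, with the pseudocount 181 and 205, and every value past 1.5-fold 155 and 196. Replicate 1 alone gave 437 and 493 there, with the pseudocount 300 and 316, and replicate 2 alone with the pseudocount 579 and 557. With any library at 1 or more, the ratio of means with the pseudocount gave 634 and 488, both pairs 568 and 473, with the pseudocount 282 and 282, every value past 1.5-fold 353 and 322, and replicate 1 alone with the pseudocount 464 and 466. With a group mean of at least 5, the ratio of means with the pseudocount gave 369 and 330, both pairs 235 and 228, with the pseudocount 189 and 188, and every value past 1.5-fold 147 and 159. Replicate 1 alone gave 374 and 333 there, with the pseudocount 314 and 284, and replicate 2 alone with the pseudocount 489 and 499. Over the 40 combinations the counts ran from 147 to 984 up and from 159 to 832 down.

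limma called 5 genes higher and 6 lower. A pseudocount of 0.1 gave 11 and 6, and no filter gave 1 and 1 (2032 genes at an unadjusted p under 0.05). A group mean of at least 5, no trend and quantile normalization each gave 5 and 5, and summed symbols gave 5 and 6. Small RNA genes left out gave 36 and 37 among 11426 genes, 3 of them shared with the 11 calls.

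Replicates of shCtl and shCbx6 share numbers, and the paper states that 2 samples shared a lane without saying which. Deviations of same-numbered libraries correlated at 0.266 across genes, but 2 pairs and no stated batch do not show that the libraries are paired. With a replicate block, limma called 183 genes higher and 205 lower, and 668 and 644 when small RNA genes were also left out. By the fold rule, a 1.5-fold change within both pairs held for 513 genes up and 456 down. The log2 fold change of Cbx6 stayed at −1.06 under the block, with a limma adjusted p of 0.0425. The block brought 11 other changes of named genes past the threshold, among them Klf4 (0.0216), Nanog (0.0449), Otx2 (0.0149), Tbx3 (0.0326), Dppa3 (0.0143) and Lef1 (0.0163, limma adjusted p), and moved no list test across it.

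Of 14 lists, 4 passed with camera, with a pseudocount of 0.1 and with the block. Under fry 0 passed (smallest adjusted p 0.338, at an unadjusted p under 0.05 only the formative list), and with an estimated correlation 0 passed (smallest adjusted p 0.688), with no list at an unadjusted p under 0.05. The pluripotency genes of the paper had adjusted p of 0.338 and 0.688 in these tests. Under fry the direction was reversed for primitive endoderm (adjusted p 0.635) and neuroectoderm (adjusted p 0.904), both far from the threshold. Cbx6, stronger with the block, and the paper's pluripotency list, weaker under fry and the estimated correlation, are left out of the counts that follow. Over the other named genes and lists with all 4 libraries, 249 results kept their direction and side of the threshold. Of the rest, 18 became stronger, 7 weaker and 2 reversed. The stronger ones came with the block, with small RNA genes left out (5) and with a pseudocount of 0.1 (2). The weaker ones were Mapt under quantile normalization and the lists under fry and the estimated correlation. Leaving out a library gave 232 values of named genes and reversed none of a gene that passed the threshold, which is no test of stability since no call can be made with a single library in a group. Small changes of genes short of the threshold did go to the other side of 0, such as that of Sox2 from 0.08 to −0.02 without shCtl replicate 1 and that of Cbx7 from −0.02 to 0.21 without shCbx6 replicate 2.

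A score of at least 100 left 10227 peaks in CBX6 replicate 1 and 3272 in replicate 2, by construction. Targets of replicate 1 fell from 12478 to 3070 with peaks found in both replicates, to 3265 as genes shared by both and to 2785 as shared genes with peaks near the start site. Median log10(FPKM + 1) of replicate 1 targets moved from 0.820 to 0.867 with the start-site window, 0.126 with peaks in both replicates, 0.857 with a score of at least 100, 0.137 with shared genes and 0.125 with shared genes near the start site. For replicate 2 it moved from 0.123 to 0.115, 0.126, 0.0688, 0.137 and 0.125 in the same order.

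Shares of replicate 1 targets among changed genes reversed against the other expressed genes under some alternatives. Among upregulated genes the share stayed below that of the others with the start-site window (65.3 against 74.7%) and with a score of at least 100 (49.7 against 54.8%), while 71.1% became 30.9% with peaks in both replicates, 32.6% with shared genes and 29.7% with shared genes near the start site. Among downregulated genes, 78.3% became 21.7, 24.2 and 18.5% in the same order, 58.1% with a score of at least 100 (Fisher's exact test, p = 0.0415) and 69.1% with the start-site window, where the fall below the other genes passed the threshold (Fisher's exact test, p = 0.00257). The share of replicate 2 targets stayed above that of the other expressed genes under each alternative, from 24.4 to 36.0% for upregulated and from 16.9 to 25.3% for downregulated genes. The overlap of replicate 2 peaks with replicate 1 stayed between 62.3 and 78.8%, with RING1B between 73.1 and 87.6% and with CBX7 between 78.2 and 91.7%. With all protein-coding genes of the annotation, replicates 1 and 2 had 12182 and 3547 targets. The depth of the ChIP-seq samples is unknown, which limits any reading of peaks that are absent from a list.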

Differences from the paper's values

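The grid of filters and ratio rules and the targets shared by both replicates, named below, were chosen only after the data were seen.

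The paper gives 16605 CBX6 peaks, against 5103 in replicate 2; a score of at least 100, the only alternative set before the data were examined, can only lower that number (3272) and so could not close the gap. Replicate 1, at 21865, lies within 1.5 times the paper's number.

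For replicate 1, the paper's 2730 target genes stand against 12478. The paper's share of targets with RING1B is 80.5% against 24.4%, and with CBX7 85.8% against 27.5%. Expression of CBX6 targets is at a median of about 0.13 in Fig. 4c, read by eye, against 0.820. The paper's shares of up- and downregulated genes that are CBX6 targets are 23 and 30% against 71.1 and 78.3%. With the peaks found in both replicates, an alternative set before the data were examined, the values were 3070 targets, 81.1% with RING1B, 86.2% with CBX7, a median of 0.126, and 30.9 and 21.7% of the up- and downregulated genes, each within 1.5 times the paper's value. A score of at least 100 (8372 targets) and a window of 2.5 kb either side of the start site (11326 targets) did not close these gaps. The targets shared by both replicates in that window, chosen after seeing the values, numbered 2785, with 80.1% RING1B and 85.4% CBX7; with the longer window 3265 genes were shared by both replicates, with 78.8 and 84.2%.

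For replicate 2, the share of upregulated genes that are CBX6 targets was 36.0% against the paper's 23%. The window of 2.5 kb either side of the start site (33.5%), the peaks found in both replicates (30.9%) and a score of at least 100 (24.4%) came within 1.5 times the paper's value. With that score, however, the share of downregulated genes was 16.9% against the paper's 30%, and the median expression 0.0688 against about 0.13 in Fig. 4c, read by eye, neither within 1.5 times.

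Upregulated genes numbered 885 against the paper's 430, and downregulated genes 761 against the paper's 437. Both counts came within 1.5 times the paper's with a group mean of at least 5 FPKM (411 and 386), with a pseudocount of 1 (609 and 482) and with a 1.5-fold change within both same-numbered pairs (513 and 456). For the upregulated genes alone this also held at 2-fold (439, with 268 down) and without shCbx6 replicate 2 (632, with 850 down). The other alternatives set before the data were examined did not close the gap, among them no filter (3739 and 2357), a pseudocount of 0.1 (851 and 716), rescaled libraries (942 and 701) and each replicate alone (703 and 780, 1276 and 1050). In the grid of 40 combinations chosen after seeing the values, 23 were within 1.5 times both of the paper's counts, 2 within 10% of both and 0 equal to both. The closest were replicate 1 alone with a pseudocount of 1, at 456 and 457, and the same rule for genes at 1 FPKM or more in any library, at 464 and 466. With all 4 libraries at 1 FPKM or more the counts were 491 and 492, with both group means at 1 FPKM or more and a pseudocount of 1 they were 405 and 381, and with replicate 1 alone at all 4 libraries they were 437 and 493.

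The paper states that CBX6 occupies none of the pluripotency genes that fall. Among the 9 pluripotency genes of Fig. 1c, replicate 1 had peaks at 8 and replicate 2 at 1, Esrrb, whose ratio was 0.608. Tbx3 and Prdm14, with peaks in all 4 lists, were at ratios of 0.294 and 0.472. The paper gives a larger share of CBX6 targets among the downregulated than among the upregulated genes. For replicate 2 the shares were 25.3% and 36.0%, in the opposite order. For replicate 1 they were in the paper's order as analysed, with the start-site window and with a score of at least 100, and in the opposite order with the peaks found in both replicates (21.7 and 30.9%) and with the targets shared by both replicates (24.2 and 32.6%), chosen after seeing the values. The discussion of the paper describes Rex1 as strongly downregulated and Brachyury as expressed early, and names no figure or assay for either; Fig. 1c measured Rex1 by RT-qPCR. In the RNA-seq the ratio of Zfp42 was 0.727, short of 1.5-fold. Brachyury, listed as T, was under 1 FPKM in every library and enters the counts only without a filter.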

Other observations

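Of the tests in this part, those of the variation of target genes, of fibroblasts and of the E-box were chosen only after the results were seen; the splits and the germline, MAPK and WNT lists were chosen earlier.

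The knockdown gave 1646 genes past 1.5-fold in either direction, more than the other splits of the 4 libraries, so 1 of the 3 splits gave as many, the real one. Since 3 splits can give no share under 0.333, this cannot be told apart from a chance split. With 1 library on each side, 2044 genes differed by 1.5-fold between the shCbx6 replicates, against 1483 and 2326 between shCbx6 and shCtl libraries numbered 1 and 2.

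The naive pluripotency list fell (16 tested genes, median log2 fold change −0.65, 14 lower in both same-numbered pairs, camera adjusted p = 1.36e-05). The formative list rose (9 tested genes, median 1.17, 7 higher in both pairs, camera adjusted p = 1.45e-06). Neither passed under fry or an estimated correlation. Over all genes, 0 genes of either list passed an adjusted p of 0.05. Adjusted over the list alone 8 naive and 6 formative genes passed, and 12 and 6 had an unadjusted p under 0.05. Formative genes chosen after their values were seen include Dnmt3b, at 31.8 and 31.8 FPKM in shCtl and 90.9 and 191.5 FPKM in shCbx6, and Pou3f1, at 0.925 and 0.977 FPKM in shCtl and 4.55 and 10.4 FPKM in shCbx6. The naive list holds 6 of the pluripotency genes of Fig. 1c, so the lists are not independent. Of the 9 formative genes with coordinates, 8 were targets in CBX6 replicate 2, and of the 16 naive genes 5 were. Whether these changes follow from CBX6 or from the state of the cultures was not tested.

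Targets of CBX6 replicate 2 were over-represented among genes past 1.5-fold. Larger variation of these genes between any pair of libraries would give this without a knockdown. Among the 1018 genes past 1.5-fold between the shCtl replicates, 16.2% were targets, against 18.2% in matched genes, which argues against it. Mixed groups did differ, though. In the crossed split the share among genes that were down was 41.3% against 22.3% in matched genes, and in the split by replicate number it was 30.2% against 19.4% among genes that were up. Differences between the shCbx6 libraries enter both of these, so the size of the over-representation due to the knockdown is not settled.

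Germline genes of PRC1.6, the complex whose members the paper finds with CBX6, were tested on the hypothesis that they rise when CBX6 is lost. The list had a camera p of 0.0479 (adjusted p = 0.134), a median log2 fold change of 0.29 and 11 of 14 tested genes above 0, 7 of them higher in both pairs. The median was 0.01 in replicate 1 and 0.61 in replicate 2, so the rise of the list rests on shCbx6 replicate 2. RING1B peaks were found at 16 of the 17 genes with coordinates and CBX6 replicate 2 peaks at 5. Over all genes 0 passed an adjusted p of 0.05, 1 passed adjusted over the list alone and 3 had an unadjusted p under 0.05. With 2 libraries per group and a list past the threshold before the adjustment only, this cannot be told apart from no change.

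A change of signaling was tested with the MAPK and WNT lists as sets. The camera p were 0.703 and 0.432, with members going both ways, Dusp4 and Lef1 up against Etv4 (ratio 0.689) and Cdx1 (0.271) down. The 7 WNT genes under 1 FPKM were not tested, and 5 of them (T, Sp5, Cdx2, Lgr5 and Rnf43) were higher in both shCbx6 libraries. A median near 0 over such members decides nothing, so altered signaling cannot be told apart from no change in these libraries.

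Keratins and Tagln rose mainly in shCbx6 replicate 2, where Tagln reached 37.0 FPKM, against 5.12 in shCbx6 replicate 1 and 0.874 and 0.475 in shCtl. Fibroblasts in that culture were a candidate source. The highest of Col1a1, Col1a2, Col3a1, Lum, Dcn and Postn in that library was 0.549 FPKM, far below Tagln, which argues against fibroblasts as the source. Other genes of the fibroblast list did rise there, such as Acta2 (9.31 FPKM), Sparc (61.0 FPKM) and Thy1 (3.82 FPKM), and the 6 tested genes had a median log2 fold change of 1.01 in replicate 2 against −0.25 in replicate 1. Another cell type in that culture, or differentiation further along than in shCbx6 replicate 1, stays open and was not tested.

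CBX6 peaks of replicate 2 without CBX7 and RING1B peaks numbered 902. MGA and MAX of PRC1.6 bind the E-box CACGTG, and binding through it was tested within 500 bp windows against 7 palindromes of the same composition. The E-box count was 1.26 times the mean count of the controls, and 2 of the 7 controls were as frequent, so this cannot be told apart from the variation among palindromes. In replicate 2 peaks with CBX7 and RING1B the ratio was 0.890. In replicate 1 peaks absent from replicate 2 it was 1.57, above every control; whether this comes with promoters in general was not tested.

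Other lists did not pass the threshold as sets, which does not show that their genes were unchanged. Mesoderm genes had a median log2 fold change of 0.60 (3 tested genes, camera adjusted p = 0.232) and primitive endoderm genes of 0.25 (6 tested genes, camera adjusted p = 0.883; −0.48 in replicate 1 and 0.85 in replicate 2). The genes of Fig. 4b had a median of −0.53 (4 tested genes, camera adjusted p = 0.604), with Nes up and Tbx3 and Prdm14 down. In limma 0 of the 4 passed an adjusted p of 0.05 over all genes and 3 passed adjusted over the list alone. An unadjusted p under 0.05 was found for 3. Cbx genes had a median of −0.02 (3 tested genes, camera adjusted p = 0.604), with 0.12 for Cbx2, −0.02 for Cbx7 and −1.06 for Cbx6, the target of the shRNA. The 19 members of Polycomb complexes named in the paper had a median of −0.05 (camera adjusted p = 0.757) and lay between −0.41 and 0.30. Of these members 0 passed an adjusted p of 0.05 over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05, Rnf2, which encodes RING1B, at −0.35 (limma adjusted p = 0.414).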
